# DNA exonuclease Trex1 regulates radiotherapy-induced tumour immunogenicity

**DOI:** 10.1038/ncomms15618

**Published:** 2017-06-09

**Authors:** Claire Vanpouille-Box, Amandine Alard, Molykutty J. Aryankalayil, Yasmeen Sarfraz, Julie M. Diamond, Robert J. Schneider, Giorgio Inghirami, C. Norman Coleman, Silvia C. Formenti, Sandra Demaria

## Abstract

Radiotherapy is under investigation for its ability to enhance responses to immunotherapy. However, the mechanisms by which radiation induces anti-tumour T cells remain unclear. We show that the DNA exonuclease Trex1 is induced by radiation doses above 12–18 Gy in different cancer cells, and attenuates their immunogenicity by degrading DNA that accumulates in the cytosol upon radiation. Cytosolic DNA stimulates secretion of interferon-β by cancer cells following activation of the DNA sensor cGAS and its downstream effector STING. Repeated irradiation at doses that do not induce Trex1 amplifies interferon-β production, resulting in recruitment and activation of Batf3-dependent dendritic cells. This effect is essential for priming of CD8^+^ T cells that mediate systemic tumour rejection (abscopal effect) in the context of immune checkpoint blockade. Thus, Trex1 is an upstream regulator of radiation-driven anti-tumour immunity. Trex1 induction may guide the selection of radiation dose and fractionation in patients treated with immunotherapy.

## Abstract (web summary)

Trex1 is an exonuclease that degrades cytosolic DNA and has been associated with modulation of interferon responses in autoimmunity and viral infections. Here, the authors show that Trex1 attenuates the immunogenicity of cancer cells treated with high radiation doses by degrading cytosolic DNA and preventing the activation of interferon response.

Treatment with antibodies that target regulatory receptors cytotoxic T-lymphocyte-associated protein 4 (CTLA4) and programmed death-1 (PD-1) in T cells to improve their activation, and effector function induces durable responses in a variable percentage of patients with metastatic disease across different malignancies^1^. However, the majority of patients does not respond to the blockade of these immune checkpoints, often because their tumours are less immunogenic and do not elicit a sufficient immune reaction^1^. Thus, to enhance responses it is necessary to identify treatments that synergize with immune checkpoints inhibitors (ICI) by stimulating anti-tumour T cell responses to poorly immunogenic tumours.

Radiotherapy is under investigation in the clinic for its ability to induce anti-tumour T cells, and enhance responses to immune checkpoint inhibitors and other immunotherapies^2^,^3^,^4^,^5^,^6^. A variety of radiation doses, fractionation and delivery schedules have been used to induce anti-tumour T cells in preclinical studies^7^,^8^,^9^. However, in the absence of a mechanistic understanding of the relationship between the dose and fractionation of radiation and its immunogenicity, most clinical trials testing the ability of radiation to enhance responses to immunotherapy are guided by standard-of-care or empirical choices that may not be optimal^10^.

Here we report the results of our studies that identify the DNA exonuclease Trex1 as an upstream regulator of radiation-induced anti-tumour immunity, and show that Trex1 expression is dependent on the radiation dose. When radiation is delivered at high dose in a single fraction, with a threshold that varies between 12 and 18 Gy in different cancer cells, Trex1 is induced at levels sufficient to degrade the DNA that accumulates in the cytosol of irradiated cancer cells precluding activation of the type-I interferon (IFN-I) pathway mediated via cyclic GMP-AMP (cGAMP) synthase (cGAS) and its downstream adaptor stimulator of interferon genes (STING)^11^. In contrast, radiation given in repeated doses below the dose threshold for Trex1 induction optimally stimulates the cancer cells to produce IFNβ, required to recruit to the tumour and activate Batf3-dependent dendritic cells (DCs). The latter are essential for priming of tumour-specific CD8^+^ T cells that, in the presence of immune checkpoint inhibitors, mediate complete durable regression of the irradiated and non-irradiated tumour (abscopal effect). These data have important implications for the choice of radiation dose and fractionation in the clinic to convert unresponsive patients into responders to immunotherapy.

## Results

### Abscopal responses are not induced by high dose radiation

To identify the mechanisms by which tumour-directed radiation synergizes with anti-CTLA4 antibody (anti-CTLA4) to induce anti-tumour T cells against poorly immunogenic tumours, we used TSA, a mouse mammary carcinoma refractory to immune checkpoint inhibitors, as a model. We have previously identified an effective regimen, 8 Gy given in three consecutive days (8GyX3), and an ineffective one, 20 Gy single dose, to induce T cell-mediated rejection of irradiated and synchronous non-irradiated TSA tumours with anti-CTLA4 (ref. 12). To determine if a single 8 Gy dose or a higher 30 Gy dose could synergize with anti-CTLA4, mice bearing bilateral TSA tumours received radiation to one tumour and then they were followed for responses in both irradiated and non-irradiated (abscopal) tumours (Fig. 1a). Abscopal responses were only seen in mice treated with 8GyX3 plus anti-CTLA4 (Fig. 1b). In the absence of anti-CTLA4 8GyX3 and 30 Gy were similarly effective at controlling the growth of the irradiated tumour, but complete durable regression of the irradiated tumour was achieved by addition of anti-CTLA4 only in mice treated with 8GyX3. Interestingly, anti-CTLA4 treatment also led to a significant improvement in control of the irradiated tumour in mice treated with 8GyX1. Notably, depletion of CD8^+^ T cells abrogated abscopal responses and complete tumour regression in mice treated with anti-CTLA4 and 8GyX3 (Supplementary Fig. 1a).

### Radiation dose-dependent IFNβ activation in cancer cells

Having confirmed that 20 Gy and 30 Gy single dose were similarly ineffective, and that abscopal effects with anti-CTLA4 could be observed only after repeated 8 Gy doses, we then studied the differences in tumour response to 20 Gy and 8GyX3. 

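Tumours of TSA, a mouse mammary carcinoma line grown under the skin of wild-type BALB/c mice, were left unirradiated (0 Gy) or received 20 Gy once or 8GyX3, and RNA of each tumour was hybridized to an Agilent whole mouse genome array read in 1 colour. The 18 arrays form 6 groups of 3, with 0 Gy, 8GyX3 and 20 Gy at 24 h and again at 4 h. The methods describe the tumours excised at 24 h, and the 4 h time point is known from the sample labels, which do not say from which dose the hours were counted. For each array the authors deposited the intensity of every spot after Feature Extraction had subtracted the background and removed trends across the array, without normalization between arrays. They also deposited a table of ratios made from the normalized arrays. An array carries 39429 different probes on 43020 spots. At 24 h, the share of probes well above background, as Feature Extraction reports it, was 59.0 to 61.7% (median 60.2%) in 0 Gy tumours, 51.4 to 73.7% (median 51.7%) after 8GyX3 and 55.05 to 75.3% (median 64.0%) after 20 Gy. At 4 h it was 55.3 to 57.9% (median 56.5%) without irradiation, 53.9 to 76.6% (median 56.6%) after 8GyX3 and 58.2 to 73.5% (median 60.05%) after 20 Gy. The intensities were put on a log2 scale, averaged over the spots of a probe and quantile normalized across the 18 arrays. Probes well above background on all 3 arrays of at least 1 group were kept, which left 23012 probes for 18414 gene names. Pearson correlations between arrays of a group, taken across probes, which are not independent replicates, lay between 0.963 in the 8GyX3 tumours at 24 h and 0.991 in the 0 Gy tumours at 4 h. All groups were compared in 1 linear model in limma with the replicate number within each time point as a block, and a probe was called different when it changed more than 2-fold with a Benjamini-Hochberg adjusted p below 0.05. The number of arrays per group limits the precision of each value. The arrays came from 6 slides and 3 scanning sessions on which the groups were not spread evenly. The 0 Gy tumours of the 4 h time point had a slide and a session to themselves, and the 3 arrays of 8GyX3 at 24 h shared 1 slide with a single other array, of 8GyX3 at 4 h. The 20 Gy arrays of both time points lay on 2 slides that held no other regimen, and another session held 20 Gy arrays alone. No comparison of 20 Gy with another regimen could therefore be made within a slide.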

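Genes that type-I interferon induces were represented by 62 mouse genes chosen without reference to the arrays, of which 61 had a probe that could be tested. In tumours 24 h after 8GyX3, their median log2 fold change over 0 Gy was 1.21, and 60 of the 61 genes were higher, the exception being Lap3. Of these genes, 34 were called higher over all probes tested, and 34 were called when p was adjusted over the list alone. The rise of the list was tested with camera at a preset correlation of 0.01 between its genes (p = 1.47e-66, adjusted p = 8.83e-66 over 6 comparisons), and the call held with fry (adjusted p = 8.18e-06) and with a correlation estimated from the arrays (adjusted p = 0.00906). After 20 Gy, the median of the list was -0.07 relative to 0 Gy, with 21 of 61 genes higher (adjusted p = 0.403 from limma's camera and 0.634 from fry). By limma 0 of the 61 genes were called after 20 Gy, with 5 higher and 6 lower at an unadjusted p below 0.05. Compared directly, tumours given 8GyX3 had higher levels than tumours given 20 Gy for 59 genes of the list, with a median of 1.26 (adjusted p = 1.38e-56 from limma's camera and 7.94e-06 from fry). In this comparison 37 genes were called higher, and 38 when p was adjusted over the list alone. Mx1 (NM_010846), whose probe lies on chromosome 16 of mm9 from 97668644 to 97668703, had a log2 signal of 8.47 ± 0.20 (SD, n = 3) in 0 Gy tumours, 11.35 ± 0.50 (SD, n = 3) after 8GyX3 and 9.21 ± 0.14 (SD, n = 3) after 20 Gy. Its log2 fold change over 0 Gy was 2.87 after 8GyX3 (SE 0.25, adjusted p = 0.000957 from limma) and 0.74 after 20 Gy (SE 0.25, adjusted p = 0.247 from limma). Ifit1 (NM_008331; chromosome 19, 34723796 to 34723855) had a log2 signal of 9.13 ± 0.34 in 0 Gy tumours, 11.50 ± 0.36 after 8GyX3 and 9.53 ± 0.15 after 20 Gy (SD, n = 3 each). It rose by 2.37 on the log2 scale after 8GyX3 (SE 0.17, adjusted p = 0.000284 from limma), while its change of 0.39 after 20 Gy was not called (adjusted p = 0.35 from limma). Among the alternative settings, a term for the slide moved the 8GyX3 median of the list most, to 0.86, and with that term 0 probes reached the limma threshold for any gene. With each array left out in turn, the median stayed between 1.06 and 1.24. The decrease of the list after 20 Gy passed the threshold of camera when the arrays were scaled to their 75th percentile, at a median of -0.08, and also without 20 Gy replicate 3, at -0.11.

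**Figure D1:**
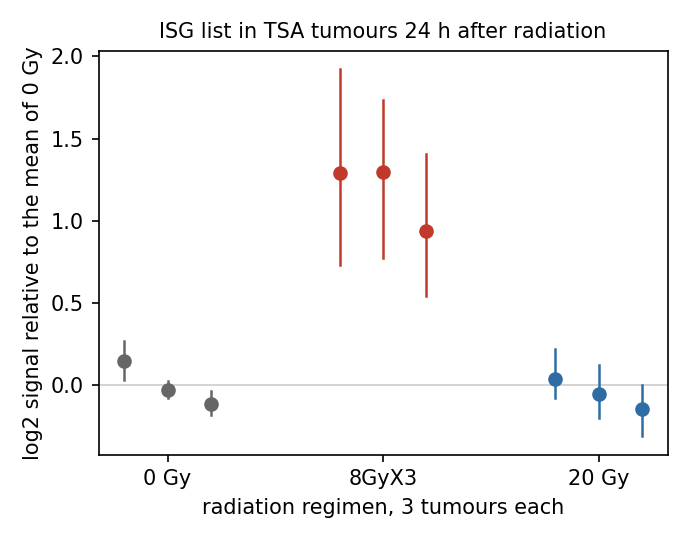
Level of the 61 tested interferon-stimulated genes in each tumour at 24 h, as log2 signal relative to the mean of the 0 Gy tumours, by radiation regimen; points are the median over the genes and lines run from the lower to the upper quartile. The medians of the 8GyX3 tumours lie between 0.94 and 1.30, those of the 0 Gy tumours between -0.12 and 0.14 and those of the 20 Gy tumours between -0.15 and 0.03.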

First, gene transcripts induced by radiation *in vivo* were analysed in tumours shortly after completion of 8GyX3 and 20 Gy, revealing the differential expression of IFN-I stimulated genes (ISGs), upregulated only by 8GyX3 (Fig. 1c). *In vitro* irradiation of TSA carcinoma cells in the absence of the tumour stroma showed that the upregulation of ISGs was a cancer cell-intrinsic response, and that only virus infection and 8GyX3 but not 20 Gy could induce the release of IFNβ cytokine by TSA cells (Fig. 1d). Similar results were obtained with the breast 4T1 and colorectal MCA38 mouse carcinomas, and with the human breast cancer cells MDA-MB-231 (Supplementary Fig. 1b–e). Although the latter did not show significant increase of *Ifnb1* gene expression, increased secretion of IFNβ was observed in response to 8GyX3. Analysis of tumour-infiltrating DCs (TIDCs) revealed a marked increase in CD8α^+^ TIDCs within TSA tumours after 8GyX3 but not 20 Gy radiation, consistent with the requirement for IFNβ for recruitment to the tumour of CD8α^+^ DCs, essential for optimal priming of anti-tumour CD8^+^ T cells^13^. TIDCs in 8GyX3-treated tumours expressed higher levels of CD70, a key ligand for CD27 during priming of CD8^+^ T cells^14^ (Fig. 1e). Rejection of the irradiated and abscopal TSA tumours in mice treated with 8GyX3+anti-CTLA4 was abrogated in Batf3^−/−^ and interferon-α/β-receptor-1 (IFNAR1)^−/−^ mice, demonstrating the requirement for CD8α^+^ TIDCs responsive to IFNβ (Supplementary Fig. 2a,b). Similarly, rejection of the irradiated and abscopal MCA38 tumours in mice treated with 8GyX3+anti-CTLA4 was abrogated in IFNAR1^−/−^ mice (Supplementary Fig. 2c).

Induction of IFNAR1 was significantly more robust in TSA cells treated with 8GyX1 and 8GyX3 than 20GyX1 or 30GyX1 radiation (Fig. 2a). To determine if responsiveness to IFNβ by TSA cells was required for the therapeutic effect of 8GyX3+anti-CTLA4, IFNAR1 expression was abrogated in TSA cells expressing an inducible shRNA targeting *Ifnar1* (TSA^shIfnar1^) by feeding mice with doxycycline before tumour irradiation (Fig. 2a,b). Regression of the irradiated and abscopal tumours was similar in mice bearing TSA^shIfnar1^ and control TSA^shNS^ cells at the irradiated site, indicating that responsiveness of cancer cells to IFNβ was not required for 8GyX3+anti-CTLA4-induced tumour inhibition (Fig. 2c). However, mice with IFNβ-unresponsive TSA cells at the irradiated site mounted weaker tumour-specific CD8^+^ T cell responses and did not achieve long-term survival due to impaired ability to control the abscopal tumour, which either did not regress completely or recurred, while 43% of the mice with IFNAR1^+^ TSA cells at the irradiated site remained tumour-free for over 100 days (Fig. 2d-f). Thus, IFNβ responsiveness is required in both, the tumour and the host, for optimal induction of anti-tumour immunity by radiation and anti-CTLA4.

### Trex1 regulates cytoplasmic DNA levels in irradiated cells

IFNβ production by epithelial cells in the absence of viral infection can be triggered by DNA damage, which leads to accumulation of self-DNA into the cytoplasm^15^,^16^. Surprisingly, significantly higher levels of double-stranded DNA (dsDNA) were present in the cytoplasmic fraction of TSA cells treated with one or three 8 Gy radiation doses than with 20 or 30 Gy single doses of radiation (Fig. 3a). The exonuclease Trex1 plays an essential role in clearance of DNA from the cytoplasm of both haematopoietic and non-haematopoietic cells^16^,^17^,^18^, and *Trex1* gene expression can be upregulated by IFN-stimulatory DNA^17^. To determine if Trex1 could control the abundance of cytoplasmic DNA in TSA cells treated with different radiation doses, its expression was analysed. A significant increase of *Trex1* was detected in cells treated with a single dose of 20 and 30 Gy but not 8 Gy, even when given in three consecutive fractions, for a total dose of 24 Gy over 3 days (Fig. 3b). In contrast, release of IFNβ and expression of ISGs *Mx1*, *Ifnar1* and *Cxcl10* were markedly increased only by the 8GyX3 regimen of radiation (Fig. 3c and Supplementary Fig. 3a). Interestingly, while a single dose of 8 Gy induced expression of IFNAR1 and modest levels of IFNβ, repeated irradiation of TSA cells with 8 Gy amplified ISGs induction and IFNβ secretion, explaining the absence of abscopal responses seen with a single dose of 8 Gy+anti-CTLA4 (Fig. 1b). Doxycycline-induced expression of *Trex1* in TSA cells transduced with an inducible *Trex1* cDNA (TSA^KI *Trex1*^) (Supplementary Fig. 3b) abrogated the cytoplasmic accumulation of dsDNA induced by 8GyX3, and the expression of the ISGs *Mx1*, *Ifnar1* and *Cxcl10*, as well as IFNβ release (Fig. 3d–g and Supplementary Fig. 3b). Conversely, doxycycline-inducible shRNA-mediated knockdown of *Trex1* restored the accumulation of dsDNA in the cytoplasm of TSA cells treated with 20 Gy radiation (Fig. 4a,b). Upregulation of *Ifnb1* and *Mx1* induced by 20 Gy in TSA cells with impaired expression of *Trex1* (TSA^shTrex1^) was comparable to the response induced by 8 Gy in TSA cells expressing a non-silencing construct (TSA^shNS^) (Fig. 4c), confirming the key role of Trex1 in downregulating the radiation-induced activation of the IFN type-I pathway.

### cGAS and STING are required for IFN-I induction by radiation

The cyclic GMP-AMP (cGAMP) synthase (cGAS), which activates the downstream adaptor STING via synthesis of 2′-3′-cGAMP leading to induction of ISGs, is the sensor for cytoplasmic double-stranded but not single-stranded DNA^19^,^20^. Activation of cGAS-STING pathway in TIDCs by tumour cell-derived DNA was shown to be involved in the development of natural immune responses to immunogenic tumours, a process amplified by tumour irradiation^21^,^22^. To determine if cGAS-STING pathway plays a role in the cancer cell-intrinsic IFNβ production induced by 8GyX3 radiation doxycycline-inducible shRNA constructs targeting cGAS and STING were introduced in TSA cells (Supplementary Fig. 4a). The knockdown of cGAS or STING completely abrogated IFNβ release and *Ifnβ1* and *Mx1* gene expression induced by viral infection or 8GyX3 treatment of TSA cells *in vitro* (Fig. 5a). Similar results were obtained with 4T1, MCA38 and MDA-MB-231 carcinoma cells (Supplementary Fig. 4b–d). *In vivo*, knockdown of cGAS in TSA cells before the treatment with 8GyX3+anti-CTLA4 abrogated the radiation-induced recruitment and activation of CD8α^+^ TIDCs (Supplementary Fig. 5a,b), the priming of tumour-specific CD8^+^ T cells in tumour-draining lymph nodes and spleen (Fig. 5b,c), and the infiltration of abscopal tumour by CD8^+^ T cells (Fig. 5d). While the response to radiation was not affected by knockdown of cGAS in TSA cells, the improved control achieved in the presence of anti-CTLA4 with complete and durable tumour rejection was abrogated. Likewise, abscopal responses were dependent on the expression of cGAS by TSA cells in the irradiated tumour (Fig. 5e). Mice that rejected the irradiated and abscopal tumours were resistant to a challenge with viable TSA cells, demonstrating long-term immunological memory (Fig. 5f). Similar results were obtained when TSA^shSTING^ tumours were irradiated (Supplementary Fig. 5c–e). Altogether, these results indicate that cancer cell-intrinsic activation of type-I IFN pathway is required for optimal *in situ* vaccination by radiation and anti-CTLA4, and is mediated via cGAS-STING.

### Trex1 regulates the abscopal effects of radiation with ICI

To further determine if Trex1 is an upstream regulator of the therapeutic synergy of radiation with anti-CTLA4, mice were injected with TSA^KI *Trex1*^ cells at the site to be irradiated and with parental TSA cells in the contralateral flank, and treated or not with doxycycline to induce *Trex1* expression before irradiation with 8GyX3. Doxycycline-mediated induction of *Trex1* completely abrogated the development of tumour-specific CD8 T cell responses in draining lymph nodes (Supplementary Fig. 6), and the complete regression of irradiated tumours as well as abscopal responses were lost (Fig. 6a,b). Similarly, induction of *Trex1* completely abrogated the regression of irradiated tumours as well as abscopal responses in mice treated with 8GyX3 and anti-PD-1 (Fig. 6c,d). Moreover, *Trex1* knockdown in TSA cells in the irradiated tumour restored the ability of radiation used at 20 Gy with anti-CTLA4 to induce abscopal responses (Fig. 6e,f). Abscopal responses were significantly better in *Trex1* knockdown cells with 20GyX2, supporting the requirement for repeated treatment to amplify the response.

### Radiation dose dependency of Trex1 induction in cancer cells

To determine if there is a threshold for the induction of Trex1 expression by radiation TSA carcinoma cells were treated with increasing doses of radiation and analysed for cytosolic DNA levels and Trex1 expression. A slight increase in cytosolic dsDNA was measurable in TSA cells treated with 4 Gy and reached a plateau between 8 and 10 Gy radiation (Fig. 7a). *Trex1* levels were significantly increased compared to baseline in cells treated with 12 Gy, and further increased at higher doses, resulting in a significant decrease in cytosolic dsDNA. Similar results were obtained with MCA38 and 4T1 cells, with some differences in the dose threshold at which *Trex1* upregulation was sufficient to markedly decrease cytosolic dsDNA, which was 15 Gy in both MCA38 and 4T1 cells (Fig. 7b,c). In human breast carcinoma cells, MDA-MB-231 *Trex1* expression began to increase only at 15 Gy and reached levels sufficient to markedly decrease cytosolic dsDNA at 18 Gy (Fig. 8a), while in human breast carcinoma cells 4175TR a slight increase in *Trex1* expression was already detectable at 10 Gy and reached levels sufficient to markedly decrease cytosolic dsDNA at 12 Gy (Fig. 8b). Thus, in all cancer cells tested high radiation doses induce the upregulation of *Trex1*, but the threshold dose at which it is sufficient to clear the cytosolic dsDNA varies in different cells between 12 and 18 Gy.

To further confirm the translational relevance of our findings, a patient-derived TP53/KRAS-mutated lung adenocarcinoma xenograft was tested for the ability to upregulate IFN-I pathway and *Trex1* gene expression in response to hypofractionated versus high single dose radiation. Similar to the results obtained with the mouse carcinomas, marked upregulation of human *Ifnb1* and *Mx1* was seen after irradiation with 8 Gy X 1, which was further increased with 8 Gy X 3, while 20 Gy upregulated *Trex1* (Fig. 8c).

## Discussion

We conclude that the cancer cell-intrinsic activation of type-I IFN pathway and production of IFNβ by the cancer cells is an essential mechanism of anti-tumour T cell generation by radiation, which is required to elicit anti-tumour effectors able to mediate abscopal responses. Intratumoral accumulation of Batf3-dependent DCs is required for development of anti-tumour CD8^+^ T cells^13^ and for response to immune checkpoint inhibitors^23^. Importantly, we have previously shown that the number of DCs within 4T1 tumours determined the magnitude of the anti-tumour CD8^+^ T cell response elicited by radiotherapy and anti-CTLA4 (ref. 24). Thus, radiation-induced accumulation of DCs in tumours resistant to immune checkpoint inhibitors underlies radiotherapy's ability to restore tumour responses to these treatments^25^. In addition, upregulated expression of IFN-inducible chemokines *cxcl9*, *cxcl10*, *cxcl11* and *cxcl16* (ref. 26) was also seen in mouse and human tumours following radiation doses unable to induce Trex1 (Fig. 1d and Supplementary Figs 1e and 3a,b). These chemokines likely contribute to the recruitment of effector T cells to the irradiated tumour. In fact, we have previously shown a role for radiation-induced CXCL16 in recruitment of CD8^+^ T cells to 4T1 tumours^27^.

Several cell types in the tumour microenvironment are able to produce IFNβ when properly stimulated, including phagocytes and endothelial cells^21^,^28^. In fact, when MCA38 tumours were treated with 20 Gy, a dose of radiation that is unable to stimulate cancer cell-intrinsic IFNβ production, intratumoral administration of the STING agonist cGAMP was required to improve tumour response^22^. Intra tumorally administered cGAMP was shown to induce IFNβ production mainly by endothelial cells in the tumour microenvironment^28^. Thus, it is likely that multiple compartments contribute to IFN type-I pathway activation that we measured in TSA tumours after treatment with 8GyX3 (Fig. 1c). IFNβ production by phagocytes and endothelial cells could be triggered by tumour-derived DNA, or via Toll-like receptor stimulation by other signals released during immunogenic cell death induced by radiation^22^,^29^. However, our data unequivocally demonstrate that the abscopal effect is abrogated when cancer cells in the irradiated tumour do not express cGAS/STING or overexpress Trex1, which preclude cancer cell-intrinsic activation of IFN-I pathway (Figs 5 and 6 and Supplementary Fig. 5).

We identified Trex1 as a key regulator of radiation-induced immunogenicity, and found that its expression is induced at levels sufficient to degrade cytosolic DNA by single doses of radiation with a threshold ranging from 12 to 18 Gy in different mouse and human carcinoma cells (Figs 7 and 8). As the radiation dose increases, more cytoplasmic dsDNA accumulates until the point is reached when Trex1 is markedly upregulated to degrade it. Thus, the balance between levels of dsDNA and Trex1 dictates IFN-stimulatory DNA accumulation in the cytoplasm of irradiated cells, and the subsequent development of anti-tumour T cell responses (Fig. 9). These data suggest a link between the immune-stimulatory effects of radiation and the DNA damage response, which is mediated via canonical pathways that regulate autoimmunity and the response to viral infections^17^,^30^,^31^.

Although a variety of radiation doses and delivery schedules have been used to induce anti-tumour T cells in different mouse tumour models^7^,^8^,^9^, abscopal responses reported in patients treated with radiation and anti-CTLA4 have been achieved with doses of <10 Gy repeated three to five times^3^,^4^,^5^,^32^. This suggests that radiation used at single doses that avoid Trex1 induction is more likely to synergize with immune checkpoint inhibitors in patients. The dose threshold for Trex1 induction in primary human tumours may differ. We found marked upregulation of *Ifnb1* and *Mx1* by 8GyX3, while 20 Gy upregulated *Trex1* in a patient-derived TP53/KRAS-mutated lung adenocarcinoma xenograft (Fig. 8c). Such PDTX-based testing could be used to identify the optimal radiation dose for individual patients, and personalize the radiation treatment in trials testing combinations of radiotherapy with immune checkpoint inhibitors and other immunotherapies, which are under investigation in large number of trials^33^.

Recently, loss of STING and/or cGAS expression has been reported in over a third of colorectal cancers^34^. STING was also shown to be frequently inactivated in HPV^+^ cancers^35^, and in a significant portion of primary and metastatic melanomas^36^. In some cases, other alterations downstream of STING precluded cancer cells from activating the transcription factors IRF3 or NF-κB^36^. Our data demonstrate that cGAS and STING expression, and function in the cancer cells are essential for optimal anti-tumour T cell induction by radiotherapy, suggesting their potential role as predictors of tumour response to combinations of radiation and immune checkpoint inhibitors. While the frequency of alterations in cGAS and STING in tumours other than colorectal and melanoma remains to be ascertained, transcriptional repression by promoter hypermethylation is usually observed^34^,^36^, suggesting the therapeutic potential for demethylating agents to rescue responsiveness to radiation and immune checkpoint inhibitors. Importantly, both the expression of cGAS and STING, and the functionality of the IFN-I pathway could be tested in PDTX, as we have shown here (Fig. 8c), providing the first biomarkers to tailor treatment and significantly advance the rapidly expanding field of radiation and immunotherapy combinations.

Finally, our data suggest a role for Trex1 as a therapeutic target. By controlling the amount of IFN-stimulatory DNA present in cancer cells, Trex1 is likely to reduce also IFNβ production by DCs activated by tumour-derived DNA, precluding spontaneous and radiation-induced T cell activation in immunogenic tumours infiltrated by sufficient numbers of DCs^21^,^22^. Thus, tumour-expressed Trex1 is an attractive target for interventions to improve in situ vaccination by radiotherapy and by other DNA damaging agents.

## Methods

### Mice

Wild type BALB/c and C57BL/6 mice were purchased from Taconic Animal Laboratory (Germantown, NY, USA). C57BL/6 *Ifnar1*^−/−^ mice were purchased from Mutant Mouse Research and Resource Center (MMRRC) at JAX and bred in house. BALB/c *Ifnar1*^−/−^ mice were a gift of Dr Joan Durbin, Rutgers, the State University of New Jersey. BALB/c *Batf3*^−/−^ mice were purchased from Jackson and bred in house. NOD/SCID/gamma (NOG) female mice (CIEA NOG mouse; NOD.Cg-*Prkdc*^*scid*^ *Il2rg*^*tm1Sug*^/JicTac) were purchased from Taconic Animal Laboratory (Germantown, NY, USA). All female and male mice were maintained under pathogen-free conditions in the animal facility at New York University School of medicine and Weill Cornell Medicine and used between 6 and 10 weeks of age. All experiments were approved by the Institutional Animal Care and Use Committee at both institutions.

### Cells and reagents

BALB/c mouse-derived poorly immunogenic mammary carcinoma 4T1 and TSA cells were obtained from F. Miller^37^ and P.L. Lollini^38^, respectively. C57BL/6 mouse-derived poorly immunogenic colorectal carcinoma MCA38 was a gift of Alan Frey^39^. MDA-MB-231 and 4175TR human triple negative breast cancer cells were purchased from ATCC and obtained from J. Massague, respectively. All cells were authenticated by IDEEX Bioresearch (Columbia, MO, USA), and further by morphology, phenotype, growth and pattern of metastasis *in vivo* and routinely screened for *Mycoplasma* (LookOut Mycoplasma PCR Detection kit, Sigma-Aldrich). None of the cells used are listed in the International Cell Line Authentication Committee (ICLAC) database of commonly misidentified cell lines. TSA, 4T1, MCA38 and MDA-MB-231 and 4175TR were cultured in DMEM (Life Technologies) supplemented with 2 mmol l^−1^ L-glutamine, 100 U ml^−1^ penicillin, 100 μg ml^−1^ streptomycin, 2.5 × 10^−5 ^mol l^−1^ 2-mercapthoethanol, and 10% FBS (Life technologies).

Anti-mouse CTLA4 monoclonal antibody (mAb) clone 9H10 (10 mg kg^−1^; Cat # BE0131), Syrian hamster IgG isotype control (10 mg kg^−1^; Cat # BE0087), anti-CD8 mAb clone 2.43 (5 mg kg^−1^; Cat # BE0061) and anti-PD-1 mAb clone RMP1-14 (10 mg kg^−1^; Cat # BE0146) were purchased from BioXCell. For experiments with doxycycline, cells were grown in media containing tetracycline-free fetal bovine serum and induced with 4 μg ml^−1^ of doxycycline 4 days prior to treatment. Recombinant human interleukin-2 (rIL2) was obtained from the Biological Resources Branch, Developmental Therapeutics Program, Division of Cancer Treatment and Diagnosis, National Cancer Institute.

### Cells with selected gene upregulation and downregulation

HEK 293-FT cells were used to produce viruses upon transfection of the packaging plasmids pPAX2 and pMD2 and a pTRIPZ vector containing a tetracycline-inducible promoter driving the expression of a TurboRFP fluorescent reporter (GE Dharmacon technology, provided by Dr Robert Schneider). ShRNAs (Fig. 2b) directed against IFNAR1 (mouse-shRNA: GAGTGACACCTTGCTTGTTTAT), cGAS (Mb21d1, E330016A19Rik) (mouse-shRNA: CAGGATTGAGCTACAAGAATAT; human-shRNA: AAGGAAGGAAATGGTTTCCAAG), STING (Tmem173, 2610307O08Rik, ERIS, MPYS, Mita) (mouse-shRNA: CTCGAAATAACTGCCGCCTCAT; human-shRNA: GGGCACCTGTGTCCTGGAGTAC) *Trex1* (mouse-shRNA TGCTCAGCATCTGTCAGTGGAG) or a non-silencing sequence (NS; mouse-human-shRNA: AATTCTCCGAACGTGTCACGT) were cloned into pTRIPZ using EcoRI and XhoI restriction sites. TSA, 4T1, MCA38 and MDA-MB-231 cells were transduced with cell-free virus-containing supernatants and selected with 4 μg ml^−1^ of puromycin during 48 h. Cells were further submitted to an RFP sorting to establish derivatives with stable expression of the shRNA constructs.

The pTRIPZ plasmid was modified to insert the mouse *Trex1* cDNA under the tetracycline-inducible promoter using AgeI and MluI restriction sites (Supplementary Fig. 3b) and used to transduce TSA cells (TSA^KI *Trex1*^).

### Tumour challenge and treatment

TSA cells (1 × 10^5^) and its derivatives (TSA^shIfnar1^, TSA^shcGAS^, TSA^shSTING^, TSA^shNS^ or TSA^KI *Trex1*^) were injected s.c. in the right flank of WT or *Ifnar1*^−/−^ or *Batf3*^−/−^ BALB/c mice on day 0 (primary tumour). On day 2, the contralateral flank was injected s.c. with parental TSA cells or TSA^shNS^ (abscopal tumour). MCA38 cells (5 × 10^5^) were injected s.c. in the right flank of WT or *Ifnar1*^−/−^ C57BL/6 mice on day 0. On day 2, the contralateral flank was injected s.c. with MCA38 cells (abscopal tumour). NOG mice were injected s.c. in the right flank on day 0 with 5 × 10^5^ MDA-MB-231 cells.

Perpendicular tumour diameters were measured with a vernier caliper, and tumour volumes were calculated as length × width^2^ × 0.52. When applicable, gene knockdown or knock-in expression were induced by adding doxycycline at 100 μg ml^−1^ (20 mg kg^−1^ day^−1^) into the mice drinking water at day 8, after tumours establishment. Doxycycline was replenished every 4 days until day 26. On day 12, when primary tumours reached an average size of 60–80 mm^3^, animals were randomly assigned to different treatment groups. Radiotherapy (RT) was delivered to the tumour as previously described^40^. Briefly, all mice (including mice receiving sham radiation) were anaesthetized by intra-peritoneal (i.p.) injection of avertin (240 mg kg^−1^) and the primary tumours irradiated with a single fraction of 8 Gy, 20 Gy or 30 Gy on day 12 or with 3 fractions of 8 Gy on day 12, 13 and 14 using the Small Animal Radiation Research Platform (SARRP Xstrahl, Surrey, UK). Anti-mouse CTLA4 mAb or its isotype control mAbs were administered i.p. (200 μg per mouse) on days 14, 17 and 20. Anti-mouse PD-1 mAb was given i.p. (200 μg per mouse) on days 12, 15, 19, 22 and 26. Anti-mouse CD8 mAb was administered i.p. (100 μg per mouse) on days 9, 10, 11, 17 and 23.

### Patient-derived tumour xenograft

Triaged seeds (0.1 × 0.3 × 0.3 cm) from established Patient-derived tumour xenograft (PDTX) from freshly resected primary lung tumour were implanted in a subcutaneous pocket on the flank areas of NOD.Cg-Prkdcscid B2mtm1Unc Il2rgtm1Wjl/SzJ mice (NSG) mice. Tumour growth was evaluated over time by visual inspection and tumour masses measured by an electronic caliper. Implanted PDTX are routinely excised (<2 cm^3^) and evaluated by histology, immunohistochemistry, target genomic sequencing and RNAseq. Written informed consents were collected in preoperative setting. PDTX studies were approved by Institutional Review Board of (IRB, 1410015560) of Weill Cornell Medicine.

### *In vivo* fluorescent imaging

Mice bearing RFP-tumours were anaesthetized with isoflurane to perform *in vivo* fluorescent images with IVIS Lumina III *in vivo* imaging system (Perkin Elmer). The photon radiance on the surface of an animal was expressed as photons per second per centimetre squared per steradian. Images shown are compound pictures generated by Living Images software (Supplementary Fig. 5b).

### Genome-wide microarray analysis

TSA tumours growing in WT BALB/c mice were excised 24 h after tumour-directed irradiation with a single dose of 20 Gy or three doses of 8 Gy given in consecutive days. Total RNA was purified with Qiagen RNeasy Mini kit. Quality and quantity of the Total RNA sample was assessed using an Agilent Bioanalyzer with the RNA6000 Nano Lab Chip (Agilent Technologies; Santa Clara, CA, USA). Labelled cDNA was prepared by linear amplification of the Poly(A)+ RNA population within the Total RNA sample. Briefly, Total RNA was reverse transcribed after priming with a DNA oligonucleotide containing the T7 RNA polymerase promoter 5′ to a d(T)24 sequence. After second-strand cDNA synthesis and purification of double-stranded cDNA, *in vitro* transcription was performed using T7 RNA polymerase. The quantity and quality of the cDNA was assayed by spectrophotometry and on the Agilent Bioanalyzer as indicated for Total RNA analysis. Purified cDNA was fragmented to uniform size and applied to Agilent Mouse Gene Expression 4 × 44 v2 Microarray (Agilent Technologies, design ID 026655) in hybridization buffer. Arrays were hybridized at 37 °C for 18 h in a rotating incubator, washed, and scanned on an Agilent G2505B Microarray Scanner. The data obtained have been deposited in the Gene Expression Omnibus (GEO) database (GSE83915).

All arrays were processed with Agilent Feature Extraction software and data was analysed with GeneSpring GX software (Agilent Technologies). To compare individual expression values across arrays, raw intensity data was quantile normalized across 18 samples and further normalized to the 0 Gy control for each set. 

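The scale of the deposited ratios was worked out from the values. In each of 6 sets, made of the 0 Gy, 8GyX3 and 20 Gy tumours with the same number and time point, the 3 values of a probe added up to 3 within 0.02 for at least 99.987% of the probes, so each value is a ratio to the mean of its set. Quantile normalized intensities divided by the mean of the set had correlations with the deposited ratios of 0.9985 to 0.9999 across probes, whereas the same intensities divided by those of the 0 Gy tumour had correlations of 0.522 to 0.940. The ratios carry 2 decimals. Fitted in the same model as the intensities, they gave 178 called probes at 24 h for 8GyX3 over 0 Gy, 124 of them higher, 40 for 20 Gy over 0 Gy and 242 for 8GyX3 over 20 Gy. With these ratios the interferon-stimulated list had a median log2 fold change of 1.09 after 8GyX3. Here the probe of a gene was picked by its mean ratio, so for genes with several probes it can be another probe than with the intensities.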

Probes with intensity values above background in all samples within each group were used for further analysis. Differentially expressed probes were identified by >2-fold change and paired *t*-test *P* values<0.05 between each treatment group and its control. 

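At 24 h, 173 of the 23012 probes were called different between 8GyX3 and 0 Gy tumours, 118 higher and 55 lower, and 38 between 20 Gy and 0 Gy tumours, 9 higher and 29 lower. Without the minimum of 2-fold, 445 and 61 probes had an adjusted p below 0.05 in limma, and 3782 and 3172 an unadjusted p below 0.05. Fewer arrays changed these counts. For 8GyX3 the count ranged from 100 without 0 Gy replicate 2 to 253 without 8GyX3 replicate 3, and for 20 Gy from 1 without 0 Gy replicate 1 to 12 without 20 Gy replicate 3. The balance of higher and lower probes depended on the scaling. With the 75th percentile in place of quantiles, 13 probes were higher and 18 lower after 20 Gy, and with normexp background correction 90 were higher and 18 lower after 8GyX3. The methods' t-test on the pairs with the same number, with the minimum of 2-fold, called 252 probes after 8GyX3, 151 higher and 101 lower, and 402 after 20 Gy, 85 higher and 317 lower. Of these, limma also called 158 and 38. The t-test alone passed 1911 and 2607 probes at an unadjusted p below 0.05, where about 1142 of 22848 and 1143 of 22858 would be passed with no difference. After adjustment it passed 0 probes in both comparisons, with smallest adjusted p values of 0.359 and 0.251. After Mx1, the largest called rises following 8GyX3 were those of Slfn4, Ifit3, Mx2 and Rsad2. Slfn4 (NM_011410; chromosome 11, 83002974 to 83003033) changed by 2.75 (SE 0.17, adjusted p = 0.000191 from limma), and Ifit3 (NM_010501; chromosome 19, 34663105 to 34663164) by 2.69 (SE 0.22, adjusted p = 0.000749 from limma) on the log2 scale. Mx2 (NM_013606) rose by 2.54 (SE 0.28) and Rsad2 (NM_021384) by 2.46 (SE 0.25), with adjusted p values of 0.0023 and 0.00162. The largest called falls were those of Elovl3, Guca2a, Klk4, Cd160 and Cd7. Guca2a (NM_008190; chromosome 4, 119311857 to 119311916) changed by -2.65 (SE 0.30, adjusted p = 0.00248 from limma) and Cd7 (NM_009854; chromosome 11, 120898068 to 120898127) by -2.17 (SE 0.22, adjusted p = 0.00155 from limma), and both were well above background on only 1 of the 3 arrays of 8GyX3. With normexp correction neither was called. Elovl3, Klk4 and Cd160 were well above background on no array of 8GyX3, so their falls are given as limits, taken at the lowest signal that counts as well above background on each array, and were at least 1.67-fold, 1.96-fold and 1.44-fold. After 20 Gy, Mgmt (NM_008598; chromosome 7, 144319790 to 144319849) rose by 1.495 (SE 0.19, adjusted p = 0.0174 from limma) and Cox6b2 (NM_183405) by 1.47 (SE 0.16, adjusted p = 0.0114 from limma). Ephx1, Dcxr and Trp53inp1 followed with 1.30, 1.24 and 1.13. Neither Mgmt nor Trp53inp1 was called when any 1 of the 0 Gy arrays was left out. The largest called falls after 20 Gy were those of Klk1b5, Egfbp2, Klk1, D13Ertd608e and Sfrp4. Egfbp2 (NM_010115) changed by -3.85 (SE 0.35) and Klk1 (NM_010639) by -3.58 (SE 0.46), with adjusted p values of 0.00606 and 0.0174. Klk1b5, Egfbp2 and Klk1 belong to 1 family of kallikrein genes with probes on chromosome 7, and which member a probe reads was not tested. Egfbp2 and Klk1 were well above background on only 1 of the 3 arrays of 20 Gy, so the size of their falls is uncertain, and neither was called with the 75th percentile or normexp. Klk1b5, D13Ertd608e and Sfrp4 were above background on no array of 20 Gy and fell at least 9.05-fold, 4.84-fold and 9.75-fold.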

Data were further analysed using Gene Ontology classification and Ingenuity Pathway analysis. Both showed that immune response genes were the top categories of differentially expressed genes between 3 × 8 Gy and 20 Gy-treated tumours.

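Between 8GyX3 and 20 Gy tumours at 24 h, 233 probes were called different, 200 higher and 33 lower after 8GyX3. An adjusted p below 0.05 without the 2-fold minimum was reached by 605 probes and an unadjusted one by 5078. The count ranged from 108 without 8GyX3 replicate 2 to 317 without 8GyX3 replicate 1. Gene Ontology and Ingenuity were not used here, and words in the gene descriptions of the deposited files, such as interferon, chemokine or histocompatibility, stood in for an immune category. With 1 probe per gene, 193 of 18414 genes were called, and 46 of the 482 genes with an immune description were among them. That is 23.8% of the called genes against 2.62% of all tested genes, an odds ratio of 12.8 with a 95% confidence interval of 8.83 to 18.1 (Fisher's exact test, two-sided, p = 4.34e-31, adjusted p = 6.50e-30 over 15 classes of descriptions). No other class had an adjusted p below 0.05. The test takes genes as independent units, which genes that move together are not, so its p and interval do not measure the spread between tumours. With single arrays left out, the odds ratio was 9.07 to 16.7. Of the 46 genes, 45 were higher after 8GyX3, and the exception was a constant segment of the T-cell receptor gamma chain (ENSMUST00000103558), which was looked up after the count was seen. Over the alternative settings the odds ratio was lowest without a fold minimum, at 7.03, and highest with normexp correction, at 18.7. Rises and falls of single genes are given here relative to 20 Gy and not to 0 Gy. The genes with the largest called rises were Klk1b5, Spink6, Sfrp4, Chi3l3 and Reg1. Klk1b5 and Sfrp4 were among the largest called falls of 20 Gy over 0 Gy, so their rises here need not mean that 8GyX3 raised them. Chi3l3 (NM_009892, now named Chil3; chromosome 3, 105950485 to 105950544) was higher after 8GyX3 by 2.99 on the log2 scale (SE 0.55, adjusted p = 0.0261 from limma), with levels of 6.89 ± 0.63 after 8GyX3 and 3.90 ± 0.75 after 20 Gy (SD, n = 3 each). Reg1 (NM_009042; chromosome 6, 78378527 to 78378586) was higher by 2.51 (SE 0.45, adjusted p = 0.0236 from limma). Reg1 was well above background on 2 of 3 arrays of 20 Gy, so the size of its rise is uncertain. The calls of Chi3l3 and Reg1 were lost with the 75th percentile scaling and without 20 Gy replicate 3. Klk1b5, Spink6 and Sfrp4 were not above background after 20 Gy and were at least 4.01-fold, 6.95-fold and 9.02-fold higher after 8GyX3. The largest called falls were those of V1rd9, Nlrp4d, Hhipl1, Ttc30a2 and Adhfe1. V1rd9 (NM_030735, now named Vmn1r172), a vomeronasal receptor gene, had a log2 fold change of -3.34 (SE 0.72, adjusted p = 0.0436 from limma), and Ttc30a2 (NM_001081228) one of -1.68 (SE 0.30, adjusted p = 0.0248 from limma). For Hhipl1 and Adhfe1 the values were -1.80 and -1.58. After 8GyX3 these 4 genes were well above background on only 1 of 3 arrays each, so the size of their falls is uncertain. Nlrp4d was not above background after 8GyX3 and was at least 1.55-fold lower. V1rd9 and Hhipl1 were called neither with normexp correction nor without any 1 of the 20 Gy arrays.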

### Gene expression analysis

For analysis of tumour tissue total RNA was extracted after the homogenization of the samples using miRNeasy Mini Kit (QIAGEN, Germany, Cat # 217004) according to the manufacturer's instructions. Extracted RNA was subjected to complementary cDNA synthesis using RT2 preamp cDNA synthesis Kit (Cat # 330401) according to the manufacturer's instructions. Quantitative polymerase chain reaction with reverse transcription (qRT-PCR) was performed using RT2 SYBR Green qPCR Master Mix. The reaction (25 μl) along with cDNA was aliquoted into the wells of Custom array PCR array (Part # 4391528) which contains pre-dispensed, laboratory verified, specific primer pairs. Thermal cycling conditions (Applied Biosystems) includes the holding stage at 95 °C for 10 min followed by 40 cycles of each PCR step (denaturation) 95 °C for 15 s and (annealing/extension) 60 °C for 1 min. A melt curve analysis was also done to ensure the specificity of the corresponding RT-PCR reactions. For data analysis, the Ct values were exported to an Excel file and uploaded into the RT^2^ PCR Array data analysis web portal at https://www.qiagen.com/dataanalysiscenter in order to calculate fold change after normalization.

For analysis of TSA, MCA38, 4T1, MDA-MB-231, 4175TR cells and their derivatives total RNA was extracted from TRIzol lysates. For experiments testing the induction of Trex1 an initial kinetics analysis showed that Trex1 was upregulated in TSA cells very early following irradiation with 20 Gy reaching a plateau within 24 h, while no upregulation was seen with 8 Gy up to 72 h post radiation. Thus, 24 h was chosen as time point to test the effects of various radiation doses. Real-time PCR was performed using the Applied Biosystems 7500 real-time PCR cycler (ThermoFisher). One microgram of RNA was used for cDNA synthesis performed with the SuperScript VILO cDNA Synthesis Kit (ThermoFisher Scientific) followed by real-time RT-PCR with iTaq Universal SYBR Green Supermix (BioRad) according to manufacturer's protocol. Samples were normalized to housekeeping genes, and expression on untreated cells was assigned a relative value of 1.0. The PrimePCR SYBR Green assay primers (BioRad) used in this study were UniqueAssay ID: qMmuCED0050444 for mouse *Ifnb1*, qMmuCID0023356 for mouse *Mx1*, qMmuCED0046382 for mouse *Ifnar1*, qMmuCED0046127 for mouse *Sting*, qMmuCID0025813 for mouse *cGAS*, qMmuCED0001068 for mouse *Cxcl10*, qMmuCED0061616 for mouse *Trex1*, qMmuCED0041128 for mouse *Rpl13a*, qMmuCED0027497 for *Gapdh,* qHsaCID0010565 for human *Sting,* qHsaCID0009796 for human *cGAS*, qHsaCED0048594 for human *Trex1*, qHsaCED0045063 for human *Rpl13a and* qHsaCED0038674 for human *Gapdh*. Data were analysed with the 7500 Dx Instrument's Sequence Detection software (ThermoFisher). To calculate the relative gene expression, the 2(−ddCt) method was used.

### Measurement of IFN-β secretion

IFNβ was measured in cell-free supernatants collected 24 h after completion of tumour cells irradiation or lentiviral infection^41^ using the mouse (Cat # EPX01A-26044) or the human (Cat # EPX01A-12088) procarta kits (Affymetrix—eBioscience). Measured concentration was normalized by the number of viable cells.

### Flow cytometry analysis

Five days after the last radiation exposure, single cell suspensions obtained from collagenase-digested tumours were stained with the following antibodies purchased from Affymetrix—eBioscience: fixable viability dye efluor 780, CD40-FITC, CD70-APC, CD8α-PE efluor 610, CD45-Alexa fluor 700, CD11c-efluor 450. All samples were acquired with LSRII flow cytometer and analysed with FlowJo software (version 7.3.6).

### Analysis of IFN-γ production by CD8^+^ T cells

Overall, 5 × 10^5^ tumour-draining lymph node (TDLN) cells were stimulated *ex vivo* with 1 μM of the following peptides (GenScript): AH1A5 (SPSYVYHQF), or pMCMV (YPHFMPTNL). AH1A5 is a H2-L^d^-restricted T cell epitope derived from the gp70 Env product of an endogenous retrovirus, which is an immune-dominant target of CD8 T cells responses against TSA cells^38^. After 72 h of culture in 1 ml of T cell medium (RPMI 1640 medium supplemented with 2 mM L-glutamine, 100 U ml^−1^ penicillin, 100 μg ml^−1^ streptomycin, 50 μM 2-mercaptoethanil, 10% FBS) supplemented with 10 U ml^−1^ of human rIL2, cell-free supernatant were assessed for IFN-γ concentration using the procarta kit (Cat # EPX011-20606; Affymetrix—eBioscience).

### Western blot

Proteins from TSA, 4T1 or MDA-MB-231 parental cells and their derivatives were extracted in RIPA buffer (Sigma, Cat # R0278-50 ml) containing protease inhibitor cocktail (Sigma, Cat # 11836153001). Protein concentrations were determined with BCA method (Thermo Scientific, Cat # 23227). A total of 50 μg of protein of each sample was loaded in on 10% SDS-PAGE and run at 100 V constant voltage. Transfers of protein on an activated PVDF membrane (Millipore, Cat # IPVH07850) were performed overnight at 4 °C at 80 mA. PVDF membranes were probed with primary antibodies (m-anti-STING, Sigma, Cat # SAB1306152-40TST, 1:1,000; h-anti-STING, Sigma Cat # SAB1103582-200UL, 1:1,000; h-m-beta-actin, Cell Signaling Technology, Cat # 4967, 1:1,000) at 4 °C overnight. After washing three times, blots were then incubated with ECL anti-rabbit IgG secondary antibody (Sigma—Cat # GENA934-1 ml; 1:5,000) at room temperature for 30 min. Chemiluminescence was used to visualize protein bands (Perkin Elmer, Cat # NEL103001EA). Pictures were acquired using the Azure c600 imager (Azure Biosystems). Precision Plus Protein Dual Colour standard was used to estimate molecular weight (BioRad—Cat # 1610374). Bands of 25, 37 and 50 kDa were identified and marked on the film prior to scanning the gel. Unprocessed original scans of western blots are shown in Supplementary Fig. 7. Relative quantification was performed using ImageJ software to determine the STING/beta-actin ratio for each sample.

### Immunostaining of tumour sections

RFP+TSA tumours were fixed for 1 h at 4 °C in a 4% paraformaldehyde (PFA) in PBS, incubated overnight in 30% sucrose solution, and frozen in optimum cutting temperature (OCT) medium. Sections were incubated with 0.1% Tween 20 and 0.01% Triton X-100 for 20 min, followed by blocking with 4% rat serum in 4% bovin serum albumin (BSA)/PBS and staining with Alexa fluor 488 rat anti-mouse CD8α (ThermoFisher Scientific, Cat # MCD0820) for 90 min at RT. Mounting medium containing 4′,6-diamidino-2-phenylindole (DAPI) was used (Vector Laboratories, Cat # H-1500). Images were obtained using an EVOS FL microscope from Life Technologies. CD8 T cells were counted in five randomly selected (× 200) fields in each tumour.

### Immunostaining of cytoplasmic dsDNA

Doxycycline-induced TSA^shNS^ and TSA^shTrex1^ cells were exposed to 0 Gy, 8 Gy or 20 Gy. 24 h after radiation, cells were fixed for 10 min at room temperature in 4% PFA in PBS. Cells were permeabilized with 0.1% Tween 20 and 0.01% Triton X-100 for 20 min, followed by blocking with 1% BSA, 22.52 mg ml^−1^ glycine in PBST (0.1% Tween 20 in PBS) for 30 min at RT. Cells were incubated with a primary anti-dsDNA antibody (Abcam. Cat # ab27156; 1:1,000) overnight at 4 °C. After three washes, samples were incubated with a secondary antibody (goat anti-mouse IgG H&L—Alexa fluor 488 preabsorbed, Abcam, Cat # ab150117; 1:200) for 1 h at RT. After washes, mounting medium containing DAPI was used (Vector Laboratories, Cat # H-1500) to counterstain nuclei. Images were obtained using an EVOS FL microscope from Life Technologies.

### Quantification of cytoplasmic dsDNA

Cytoplasmic extracts from live cells determined by trypan blue exclusion were isolated using NE-PER Nuclear and Cytoplasmic Extraction Reagents (ThermoFisher Scientific, Cat # 78833). dsDNA was quantified in cytoplasmic fraction of 1 × 10^6^ live TSA cells 24 h after the last RT exposure using the SpectraMax Quant AccuClear Nano dsDNA Assay kit (Molecular devices, Part # R8357). The samples were read using the FlexStation 3 multi-mode microplate reader.

### Statistical analysis

On the basis of past experience and assuming a normal distribution and a coefficient of variation of approximately 25% for tumour growth rate, we determined that at least seven mice per group would be necessary to have 80% power at the two-sided 5% significance level to detect difference in the end-points evaluated^12^,^40^. Animals were randomly assigned to groups with no specific method of randomization and attempts were made to balance the groups so as to minimize the influence of other variables such as age or gender. No blinding was done during the *in vivo* studies. No animals were excluded from analysis.

Unless otherwise indicated, data are presented as mean±s.e. of the mean (s.e.m.). For comparisons with only two groups, *P* values were calculated using unpaired Student's two-tailed *t*-tests. Survival differences were assessed using log-rank tests. The two-way analysis of variance (ANOVA) test was used for tumour growth curve analyses. The Kaplan–Meier method was used to estimate median survival times. The s.e.m. are indicated by errors bars for each group of data. Differences were considered significant at *P* values below 0.05. All data were analysed using GraphPad Prism software (GraphPad version 6) with the exception of the genome-wide microarray data.

### Data availability

Microarray data were submitted to NCBI Gene Expression Omnibus (GEO) with accession number GSE83915. All other data generated or analysed during this study are included in this published article (and its Supplementary Information files) and raw data are available from the corresponding author upon reasonable request.

## Additional information

**How to cite this article:** Vanpouille-Box, C. *et al*. DNA exonuclease Trex1 regulates radiotherapy-induced tumour immunogenicity. *Nat. Commun.* **8**, 15618 doi: 10.1038/ncomms15618 (2017).

Publisher's note: Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Information Supplementary Figures

Peer Review File

## Figures and Tables

**Figure 1:**
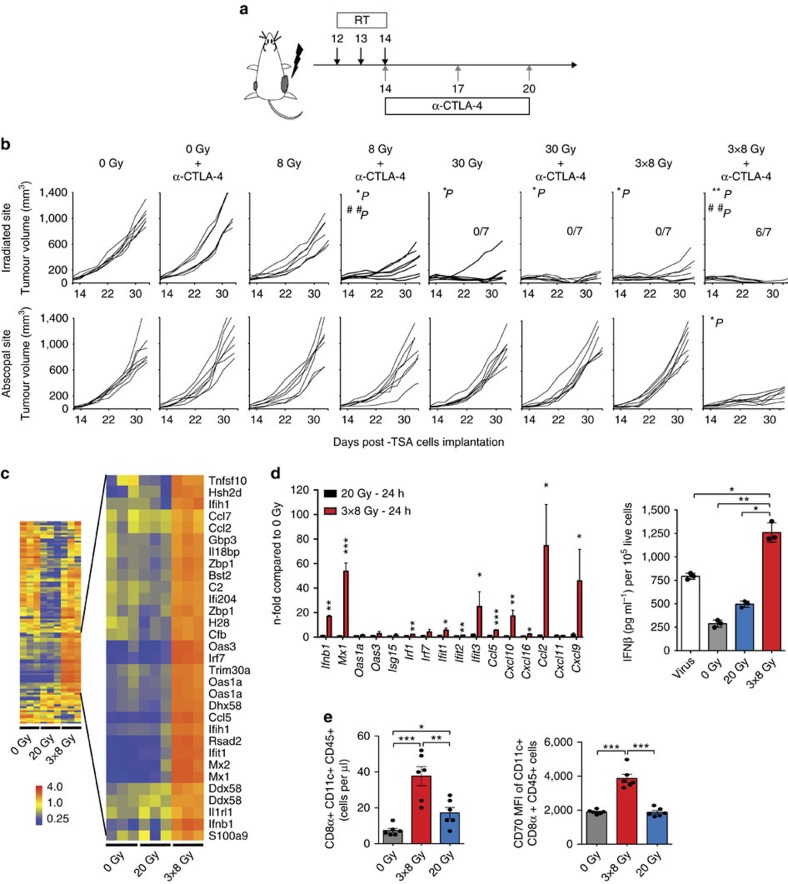
Radiation-induced activation of type-I interferon pathway correlates with radiation's ability to induce abscopal responses in combination with anti-CTLA4. (**a**,**b**) In mice with bilateral TSA tumours one tumour was irradiated (RT) and mice received anti-CTLA4 antibody as indicated (**a**). Growth of irradiated and abscopal tumours in mice treated with 0 Gy, 0 Gy+anti-CTLA4, 8GyX1, 8GyX1+anti-CTLA4, 30GyX1, 30GyX1+anti-CTLA4, 8GyX3 and 8GyX3+anti-CTLA4. Ratios indicate the number of mice free from the irradiated tumour. (Duplicate; asterisks indicate *P* values for the comparison of irradiated tumours in each group versus 0 Gy controls, *P<0.05; **P<0.005; hashs indicate *P* values for the comparison of tumours treated or not with anti-CTLA4 within each radiation level, ^##^*P*<0.005; two-way ANOVA; *n*=7). (**b**). (**c**) Heat map of gene expression in TSA tumours 24 h after radiation *in vivo* (*n*=3). (**d**) qRT-PCR (*n*=4) and IFNβ secretion (*n*=3) 24 h after *in vitro* irradiation of TSA cells (Triplicate; *P<0.05; **P<0.005; ***P<0.0005: *t*-test). (**e**) Number of CD11c^+^CD8α^+^ DCs infiltrating TSA tumours 5 days after irradiation and CD70 mean fluorescence intensity (MFI) gated on CD11c^+^CD8α^+^ cells (*n*=5). (Duplicate; *P<0.05; **P<0.005; ***P<0.0005: *t*-test). All data are mean±s.e.m.

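The heat map of Fig. 1c names 27 genes, some of them on more than 1 of its 31 lines, and all 27 had a probe that could be tested. After 8GyX3 all 27 had a positive log2 fold change over 0 Gy at 24 h, from 0.68 to 2.87 with a median of 1.38, and 24 of them exceeded 2-fold. In 26 genes each 8GyX3 tumour was above the 0 Gy tumour with the same number. Over all probes, 21 of the 27 were called higher, and 23, now with Ifnb1 and Tnfsf10, when p was adjusted over the list alone, which is no independent evidence because the study chose the genes on these tumours. After 20 Gy the log2 fold changes lay between -0.68 and 0.74 with a median of -0.06. By limma 0 of the 27 were called after 20 Gy, with 2 higher and 2 lower at an unadjusted p below 0.05, and the methods' t-test also called 0. Compared directly, 21 genes were called higher after 8GyX3 than after 20 Gy. The 27 genes include 15 of the 62 interferon-stimulated genes chosen without the figure. Irf7 (NM_016850; chromosome 7, 148450664 to 148451014) had a log2 signal of 10.04 ± 0.06 in 0 Gy tumours, 12.34 ± 0.40 after 8GyX3 and 9.96 ± 0.12 after 20 Gy (SD of 3 tumours). Its log2 fold change over 0 Gy was 2.30 after 8GyX3 (SE 0.29, adjusted p = 0.00417 from limma) and -0.08 after 20 Gy (SE 0.29, adjusted p = 0.92 from limma). Ccl5 (NM_013653; chromosome 11, 83339296 to 83339355), the gene of a chemokine, changed by 2.27 after 8GyX3 (SE 0.22, adjusted p = 0.00155 from limma). After 20 Gy its change was 0.08 (adjusted p = 0.891 from limma), and -0.04 with normexp correction. Ifnb1, which encodes interferon-β (NM_010510; chromosome 4, 88168023 to 88168082), was close to background. It was well above background on 2 of 3 arrays of 0 Gy, 3 of 3 of 8GyX3 and 2 of 3 of 20 Gy, with log2 signals of 3.79 ± 0.87, 5.98 ± 0.40 and 3.40 ± 1.57 (SD of 3 tumours). The log2 fold change of Ifnb1 over 0 Gy was 2.19 after 8GyX3 (SE 0.77, adjusted p = 0.2 from limma) and was not called. After 20 Gy it was -0.38, but 0.71 with the 75th percentile scaling. Besides Ifnb1, the genes not called after 8GyX3 were Tnfsf10, S100a9, Ccl2, Ccl7 and Il1rl1. Tnfsf10 changed by 1.05 (adjusted p = 0.102 from limma) and S100a9 by 1.10 (adjusted p = 0.335 from limma). Ccl2 had an adjusted p of 0.0378 in limma but changed by 0.95, under the minimum of 2-fold, and was called without 8GyX3 replicate 3. Ccl7 and Il1rl1 changed by 0.72 and 0.68. With the 0 Gy replicate 2 left out, 12 of the 27 genes were called, and 20 without 8GyX3 replicate 3. From Fig. 1c the paper states that the interferon-stimulated genes were upregulated by 8GyX3 alone, and the figure's legend relates the activation of the type-I interferon pathway by radiation to its ability to induce abscopal responses together with anti-CTLA4.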

**Figure 2:**
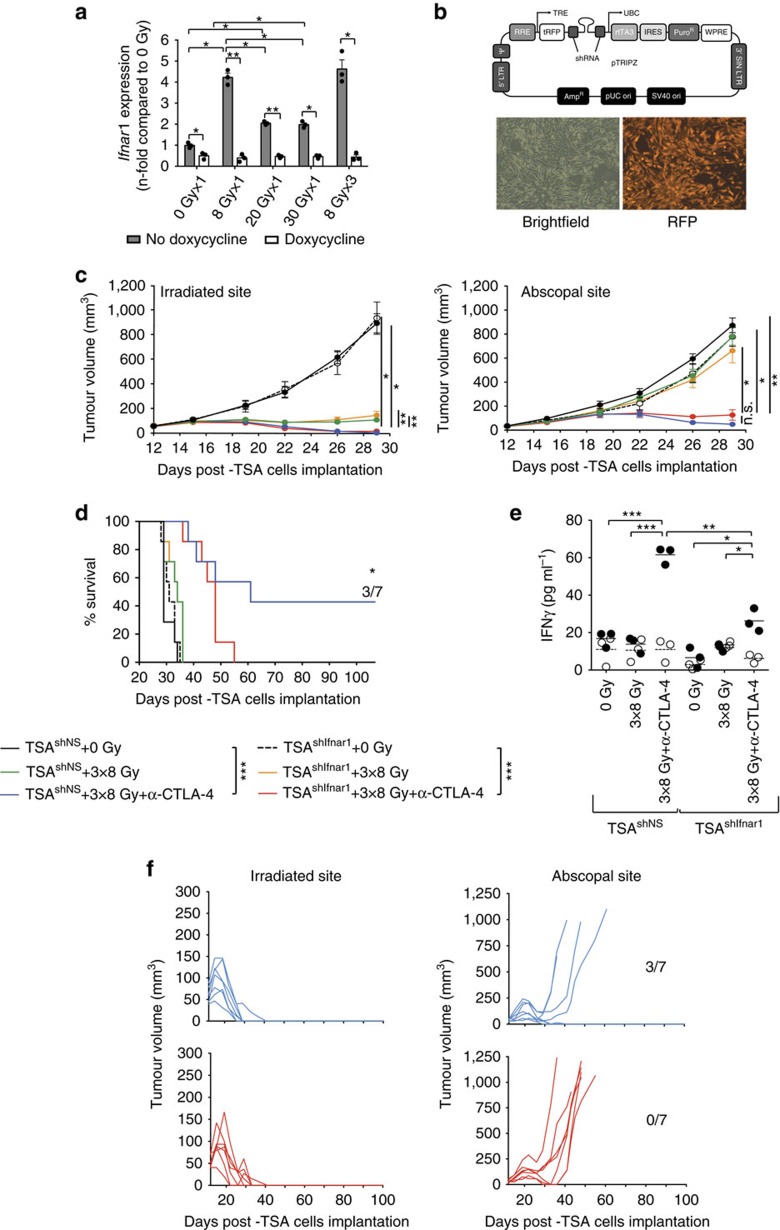
IFNAR1 expression by TSA cancer cells is required for optimal therapeutic response of mice treated with 8GyX3 and anti-CTLA4. (**a**) Upregulation of *Ifnar1* expression measured by qRT-PCR 24 h after radiation *in vitro* in tetracycline-treated TSA^shNS^ cells (black bars) is abrogated in TSA^shIfnar1^ cells (white bars) (Duplicate; *P<0.05; **P<0.005; ***P<0.0005: *t*-test; *n*=3). (**b**) pTRIPZ lentiviral vector with tetracycline-inducible shRNA and TurboRFP fluorescent protein (tRFP) expression, and microscopic image of tetracycline-treated TSA^shNS^ cells (magnification= × 20). (**c**–**f**) Mice bearing irradiated TSA^shIfnar1^ or TSA^shNS^ tumours and TSA^shNS^ tumours in the abscopal site were treated with tetracycline and 0Gy (TSA^shNS^=black; TSA^shIfnar1^=dashed line), 8GyX3 (TSA^shNS^=green; TSA^shIfnar1^=yellow), 8GyX3+anti-CTLA4 (TSA^shNS^=blue; TSA^shIfnar1^=red). (**c**) Growth of irradiated and abscopal tumours. Duplicate; *P<0.05; **P<0.005: comparison of irradiated tumour outgrowth; two-way ANOVA; *n*=7. (**d**) Survival. Numbers indicates fraction of tumour-free mice. Log-rank (Mantel–Cox) test for the survival experiment; *n*=7 (**e**) IFNγ production by tumour-draining lymph node (TDLN) cells in response to the CD8 T cell epitopes AH1A5 (full circles) or control peptide MCMV (open circles). Each symbol represents one animal. Horizontal lines indicate the mean of antigen-specific (solid lines) or control (dashed lines) IFNγ concentration. Duplicate; *P<0.05; **P<0.005; ***P<0.0005: *t*-test; *n*=3 (**f**) Individual tumour growth from (**d**) showing recurrence of all abscopal tumours in mice bearing irradiated TSA^shIfnar1^ tumours (red) while 3/7 mice with irradiated TSA^shNS^ tumours (blue) remained tumour-free. All data are mean±s.e.m.

**Figure 3:**
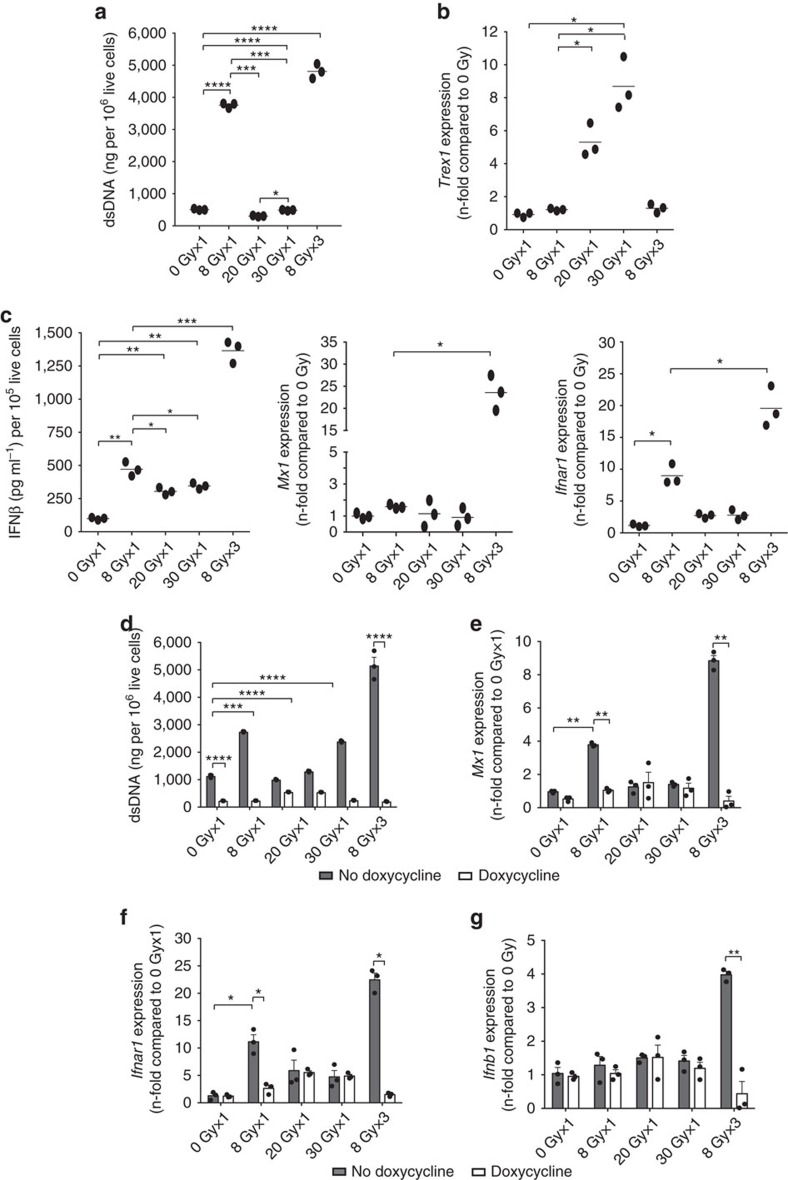
Trex1 is induced by high dose radiation and degrades IFN-inducing cytoplasmic DNA. (**a**–**c**) Cytoplasmic dsDNA accumulation (**a**), *Trex1* gene expression (**b**), IFNβ secretion and *Mx1* and *Ifnar1* gene expression (**c**) in TSA cells treated with various radiation doses (*n*=3). (**d**–**g**) TSA^KI *Trex1*^ cells were cultured without (grey bars) or with doxycycline (white bars) to induce *Trex1* expression (Supplementary Fig. 3b) before measuring cytoplasmic dsDNA accumulation (**d**), *Mx1* (**e**), *Ifnar1* (**f**) and *Ifnb1* (**g**) gene expression induced by radiation (*n*=3). (Duplicate; *P<0.05; **P<0.005; ***P<0.0005; ****P<0.0001: *t*-test). All data are mean±s.e.m.

**Figure 4:**
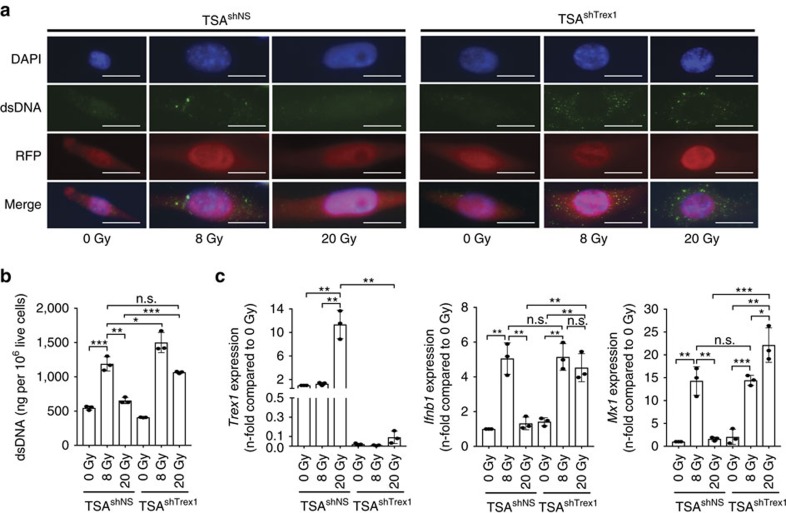
Trex1 knockdown restores cytosolic dsDNA accumulation and induction of ISGs in TSA cells treated with 20 Gy. (**a–c**) TSA^shNS^ and TSA^shTrex1^ cells were treated with doxycycline to induce *Trex1* knockdown and tRFP expression, then exposed to a radiation dose of 8 Gy or 20 Gy. (**a**) After 24 h cells were fixed, permeabilized and stained with an antibody specific for dsDNA, followed by detection with Alexa fluor 488-conjugated secondary antibody. Representative micrographs show DAPI-stained nuclei (blue), cytoplasmic dsDNA (green), cytoplasmic tRFP (red), and the three channels combined. Magnification: × 400; duplicate; *n*=3 per group. White bars, 10 μm. (**b**,**c**) After 24 h cells were harvested for measurement of cytoplasmic dsDNA (**b**) or *Trex1*, *Ifnb1* and *Mx1* expression by qRT-PCR (**c**). Duplicate; *P<0.05; **P<0.005; ***P<0.0005: *t*-test; *n*=3. All data are mean±s.e.m.

**Figure 5:**
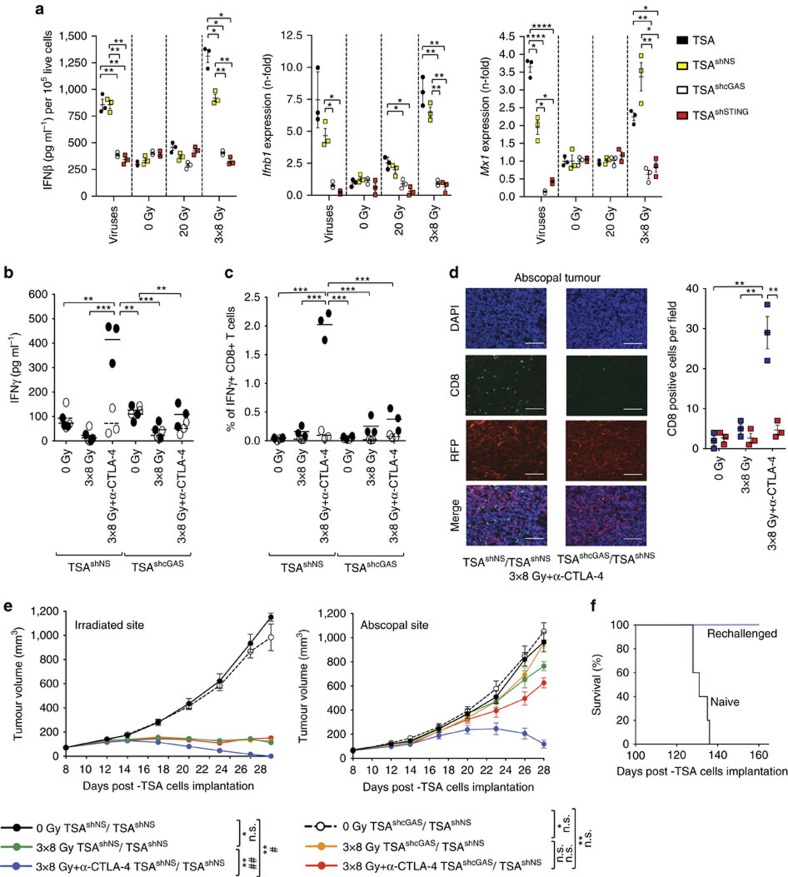
Cancer cell-intrinsic type-I IFN activation is mediated by cGAS-STING pathway and is required for radiation-induced abscopal responses. (**a**) Doxycycline-inducible shRNA-mediated knockdown of cGAS (TSA^shcGAS^) or STING (TSA^shSTING^) in TSA cells completely abrogated IFNβ release and *Ifnb1* and *Mx1* gene expression induced by viral infection and 8GyX3 radiation *in vitro*. (**b**–**f**) Mice with TSA^shcGAS^, or non-silencing shRNA (TSA^shNS^) in the irradiated tumour and TSA^shNS^ in the abscopal tumour were treated with doxycycline, 8GyX3 and anti-CTLA4. IFNγ production by TDLN cells (**b**) and percentage of IFNγ^+^ CD8^+^ T cells in spleen (**c**) in response to CD8 epitope AH1A5 (full circles) or control peptide MCMV (open circles). Each symbol represents one animal. Horizontal lines indicate the mean of antigen-specific (solid lines) or control (dashed lines). (**d**) Representative fields (× 200) showing CD8^+^ cells (green), DAPI+ nuclei (blue), and RFP+ TSA cells (red), and mean number±s.d. of CD8^+^ cells per field in abscopal tumours harvested at day 22 from 8GyX3+anti-CTLA4-treated mice with irradiated TSA^shcGAS^ (red squares) or TSA^shNS^ (blue squares) tumours. White bars, 25 um. (**e**) Growth of irradiated and abscopal tumour in mice with TSA^shNS^ cells treated with 0Gy (black), 8GyX3 (green), 8GyX3+anti-CTLA4 (blue), and mice with TSA^shcGAS^ cells treated with 0Gy (dashed line), 8GyX3 (yellow), 8GyX3+anti-CTLA4 (red). (**f**) Survival of mice from 8GyX3+anti-CTLA4 that rejected the irradiated and abscopal tumour (*n*=4) and were rechallenged at day 100 with a tumorigenic inoculum of TSA cells, together with a group of naïve mice (*n*=5). (**a**-**d**) Duplicate; *P<0.05; **P<0.005; ***P<0.0005: *t*-test; *n*=3. (**e**) Duplicate; *P<0.05; **P<0.005: comparison of irradiated tumour outgrowth; two-way ANOVA; *n*=7; ^##^*P*<0.005: comparison of abscopal tumour outgrowth; two-way ANOVA; *n*=7. All data are mean±s.e.m.

**Figure 6:**
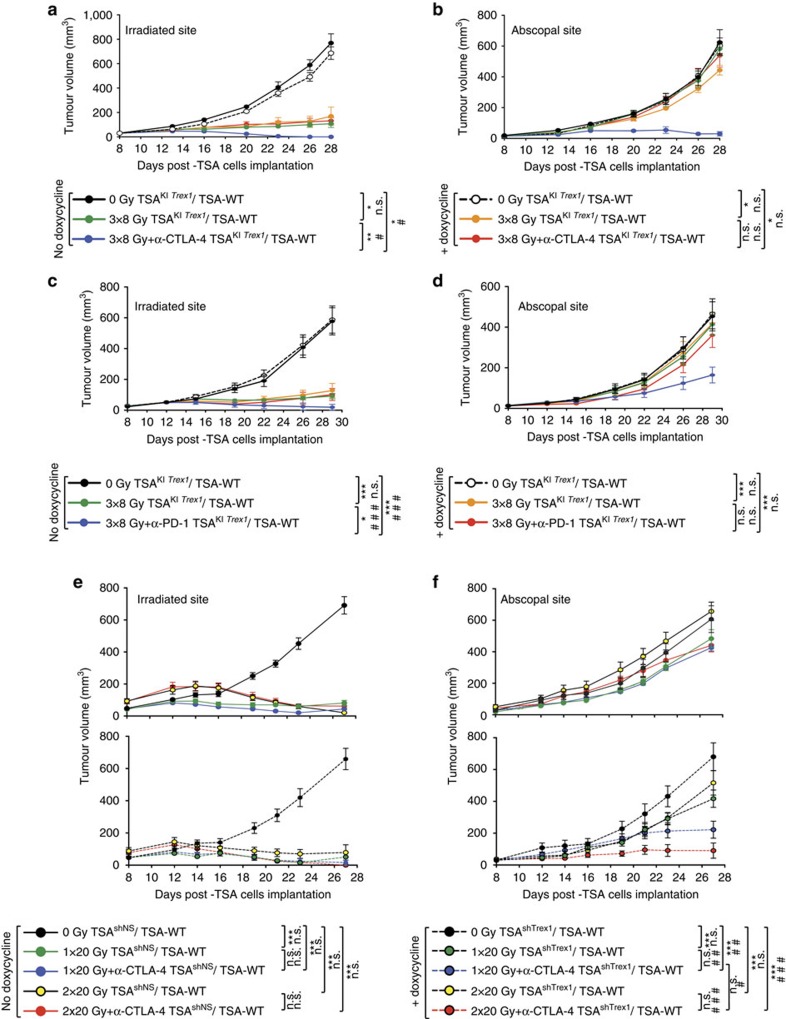
Trex1 regulates radiation-induced abscopal responses in combination with immune checkpoint inhibitors. Half of the mice with doxycycline-inducible *Trex1* in TSA cells (TSA^KI *Trex1*^) in the irradiated tumour and parental TSA (TSA-WT) in the abscopal tumour were given doxycycline and all mice were then treated with 8GyX3 and anti-CTLA4 (**a**,**b**) or anti-PD-1 (**c**,**d**). Growth of irradiated (**a**) and abscopal (**b**) tumour in mice treated with 0 Gy (black), 0 Gy+doxycycline (dashed line), 3 × 8 Gy (green), 3 × 8 Gy+doxycycline (yellow); 3 × 8 Gy+anti-CTLA4 (blue) and 3 × 8 Gy+anti-CTLA4+doxycycline (red). Growth of irradiated (**c**) and abscopal (**d**) tumour in mice treated with 0 Gy (black), 0 Gy+doxycycline (dashed line), 3 × 8 Gy (green), 3 × 8 Gy+doxycycline (yellow); 3 × 8 Gy+anti-PD-1 (blue) and 3 × 8 Gy+anti-PD-1+doxycycline (red). Mice with TSA^shTrex1^ (broken lines) or non-silencing shRNA (TSA^shNS^) (solid lines) in the irradiated tumour and TSA^shNS^ in the abscopal tumour were treated with doxycycline to induce Trex1 knockdown (**e**,**f**). Growth of irradiated (**e**) and abscopal (**f**) tumour in mice treated with 0 Gy (black), 1 × 20 Gy (green), 1 × 20 Gy+anti-CTLA4 (blue), 2 × 20 Gy (yellow), 2 × 20 Gy+anti-CTLA4 (red). (Duplicate; *P<0.05; **P<0.005: comparison of irradiated tumour growth; two-way ANOVA; *n*=7; ^##^*P*<0.005: comparison of abscopal tumour growth; two-way ANOVA; *n*=7). All data are mean±s.e.m.

**Figure 7:**
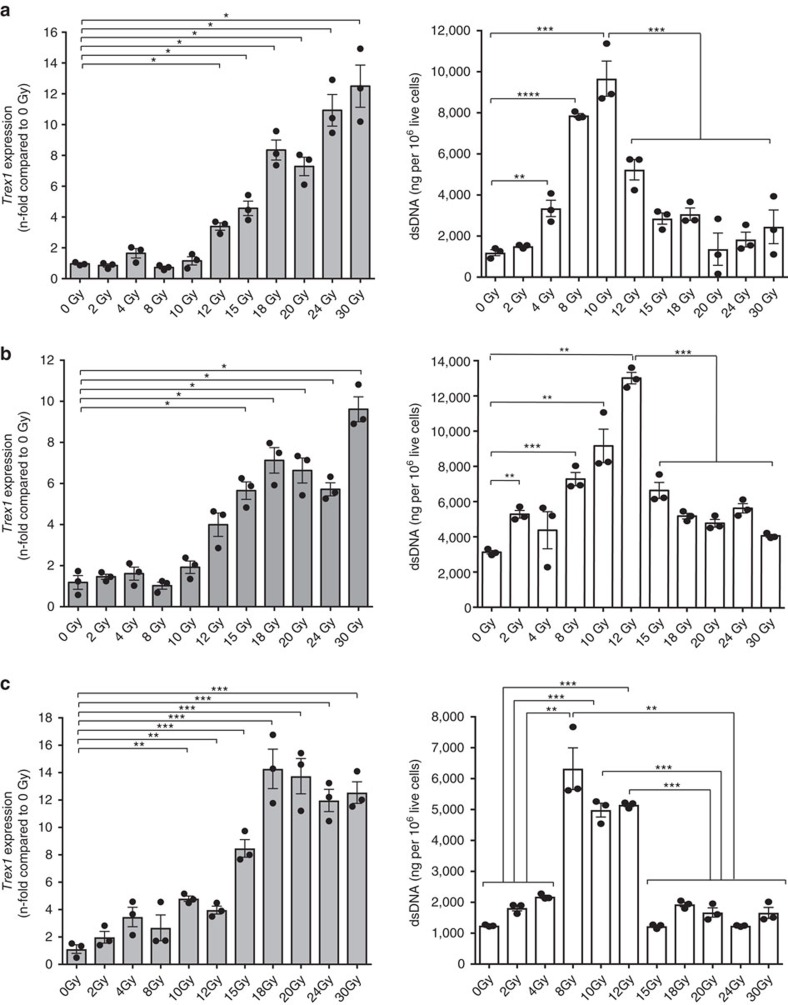
Threshold for Trex1 induction by radiation in mouse cell lines. *Trex1* gene expressions and cytoplasmic dsDNA accumulations in TSA (**a**), MCA38 (**b**) and 4T1 (**c**) carcinoma cells measured 24 h after *in vitro* treatment. Duplicate; *P<0.05; **P<0.005; ***P<0.0005: *t*-test; *n*=3. All data are mean±s.e.m.

**Figure 8:**
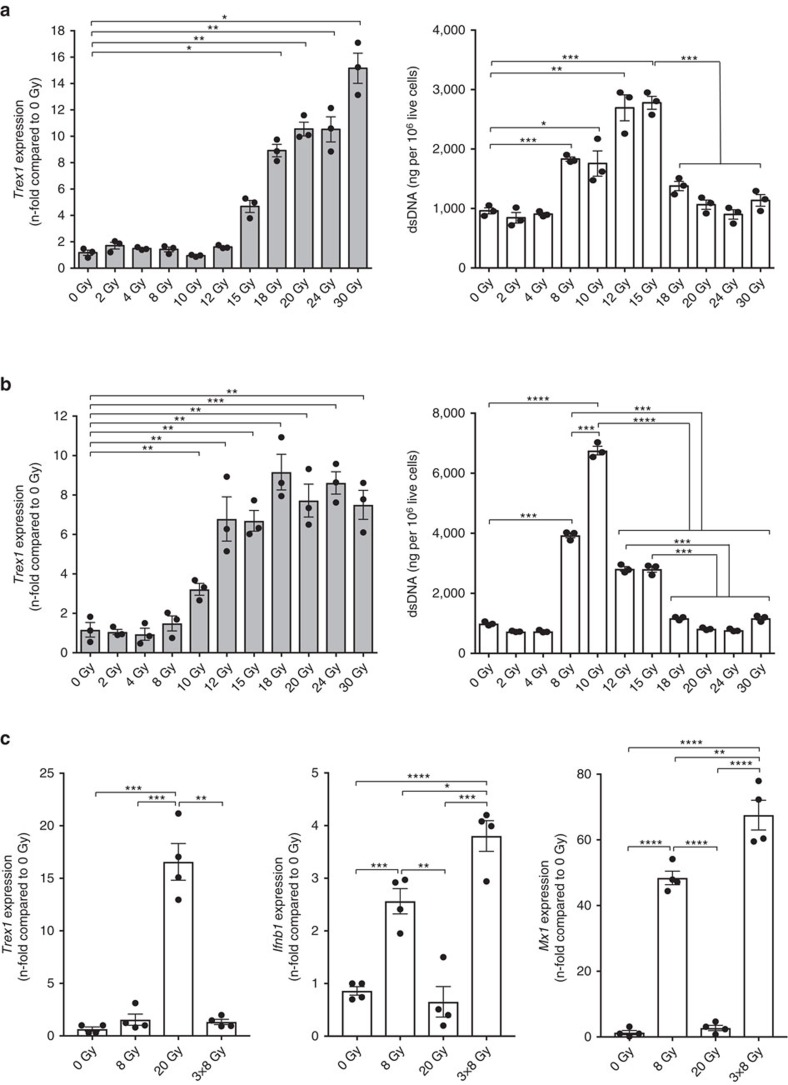
Threshold for Trex1 induction by radiation in human cell lines and induction of Trex1 and IFN-I pathway in a patient-derived lung adenocarcinoma xenograft. (**a**,**b**) *Trex1* expression and cytoplasmic dsDNA accumulations in MDA-MB-231 (**a**) and 4175TR (**b**) breast carcinoma cells 24 hrs after *in vitro* treatment. Duplicate; *P<0.05; **P<0.005; ***P<0.0005: *t*-test; *n*=3. All data are mean±s.e.m. (**c**) *Trex1*, *Ifnb1* and *Mx1* expression measured by qRT-PCR in a patient-derived tumour xenograft (PDTX) 24 h after mice treatment with tumour-directed radiation. Duplicate; *P<0.05; **P<0.005; ***P<0.0005: *t*-test; *n*=4. All data are mean±s.e.m.

**Figure 9:**
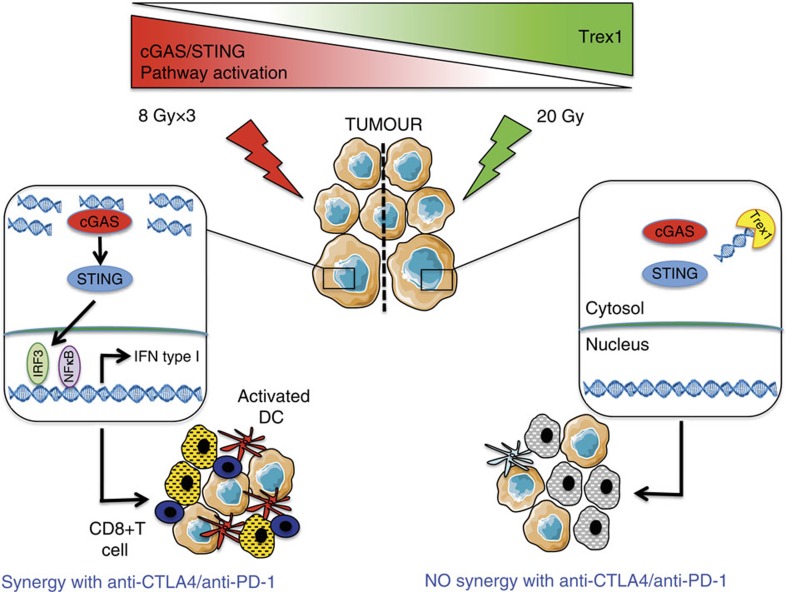
Graphical summary. Left, treatment with a radiation regimen that causes dsDNA accumulation in the cancer cells cytosol without inducing the DNAse Trex1 activates interferon type-I pathway via cGAS/STING. Downstream recruitment of DC and activation of CD8^+^ T cells is enabled and tumour rejection occurs in synergy with anti-CTLA4 or anti-PD-1 antibody. Right, in tumour treated with a dose of radiation above the threshold for Trex1 induction dsDNA is cleared from the cytosol precluding interferon-β release by the cancer cells. This leads to insufficient DC recruitment and activation and lack of CD8^+^ T cell activation resulting in absence of local and abscopal tumour regression in combination with immune checkpoint inhibitors.

How the deposited data were processed for this re-analysis (not part of the article)

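The data are 18 arrays of TSA tumours from mice, 3 for each of 0 Gy, 8GyX3 and 20 Gy at 4 h and at 24 h. Conditions were read from the sample labels. The paper's methods name the 24 h tumours, and the 4 h tumours were not analysed in its text. The labels name another RNA kit than the array methods do, and no value used here depends on which was used. The replicate numbers in the labels are not explained in the paper's text, and they were read as the sets to which its methods refer.

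For each array, the authors deposited the output of Agilent Feature Extraction 9.5.3.1, whose processed intensity is the spot brightness after background subtraction and removal of spatial and multiplicative trends within the array, with small values replaced by a surrogate, and without normalization between arrays, per the file headers. The authors also deposited 1 table of ratio values, which their methods describe as quantile normalized across 18 samples and then normalized to the 0 Gy control of each set. The values of that table are linear ratios to the mean of the 3 tumours with the same number and time point. The ratios were used as an alternative and the intensities for the values reported.

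Spots that Feature Extraction marked as outliers and control spots were left out, the intensity was log2 transformed, spots of a probe were averaged, and the arrays were quantile normalized together. No probe was saturated on any array. Of 39429 probes, 23012 were well above background on all 3 arrays of at least 1 group and were tested, and 18536 were so on all 18 arrays. For 491 of the tested probes at least 1 array had no usable spot, and these were fitted on their other arrays. Gene names, identifiers and mm9 positions were taken from the array files. Of 20006 tested probes with a RefSeq accession, 17722 were found in a newer reference table, 15560 under the same name and 2162 under another. Among the genes named here, Chi3l3 is now Chil3, E330016A19Rik is Cgas, H28 is Ifi44l, Lrdd is Pidd1, Tmem173 is Sting1, Trim30 is Trim30a and V1rd9 is Vmn1r172. A gene was represented by its probe with the highest mean.

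Groups were compared with limma 3.58.1 in R 4.3.3, in 1 model of all 18 arrays with a term for each replicate number within each time point, because the authors used a paired test. P values were adjusted by the Benjamini-Hochberg method, and a probe was called at an adjusted p below 0.05 and a change above 2-fold. There were 6 comparisons between regimens within a time point and 1 for each regimen of its effect at 24 h against that at 4 h. The fit was tested on simulated data built from these arrays for 8GyX3 over 0 Gy at 24 h. Of 200 probes changed in each of 5 simulated sets of 22521 probes, 83.2% were recovered on average (80.5 to 85.5%), with 4.4 wrong calls on average and 0 in a comparison without changes. A raised list was found by camera in 5 of 5 sets and a random list in 0. The simulated probes kept the mean and spread of the real ones but varied independently, without a slide effect. Their changes were all larger than the median of the interferon-stimulated list. That list had an estimated correlation of 0.405 between its genes, so the simulation does not show how often camera errs on genes that move together. The other tests were not tested in this way.

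Gene lists were tested with camera from limma at a preset correlation of 0.01, beside fry and camera with an estimated correlation. The lists were 62 interferon-stimulated genes and 17 others: MHC class II and interferon-gamma response, p53 targets, G2/M and mitosis, S phase, T cells, B cells, NK cells and cytotoxicity, macrophages, neutrophils, dendritic cells, endothelial cells, fibroblasts, skeletal muscle, adipocytes, skin epidermis, erythroid cells and carcinoma epithelium. The 17 lists were adjusted together over 102 tests, and the interferon-stimulated list over its 6 comparisons. Because fry needs a value on every array, it used 56 of the 61 tested interferon-stimulated genes. Classes of gene descriptions were compared with Fisher's exact test, two-sided, over all tested genes. This test takes genes as independent units, so its p values do not measure the spread between tumours. The fold limit of a gene that was above background on no array of a group was computed with that group at no less than the lowest signal well above background on each array.

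The groupings, the models, the gene lists and the alternatives were fixed before the data were examined, except where the text says otherwise. A first look at the number of called probes, with and without the replicate term, was taken before the simulations and before the predictions of the tests on slides, scans and cell types were written. Genes are named by a fixed rule. They are those that the text or Fig. 1c and Fig. 1d name, the 5 largest called rises and the 5 largest called falls of each comparison among genes with a full symbol that moved the same way in every pair of equal number, and the genes of a list where the list is reported. The histone genes, the second probe of Cdkn1a, the T-cell receptor segment and the genes called the same way by both regimens lie outside this rule and were chosen after their values were seen.

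The alternatives were scaling to the 75th percentile, normexp background correction with an offset of 50, no filter on dim probes, probes well above background on all arrays, no replicate term, the replicate term with the 6 arrays of the groups compared or the 9 of the time point, a term for the slide or for the scanning session, the authors' ratios, the mean of a gene's probes, no minimum of 2-fold, the methods' t-test with and without adjustment, other tests of lists, and leaving out each array in turn. For the slide, a random term was used where a fixed one could not be estimated. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15, and tables were read with data.table 1.17.8. Gene Ontology and Ingenuity classifications were not used here. In vitro experiments and experiments on other tumours in the paper have no array and were not analysed here.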

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

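The tests of the slides and scanning session for the interferon-stimulated genes at 4 h, of the slide for Trex1, and of the slides and session for the G2/M genes and the p53 targets were chosen only after those results were seen.

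The tumours taken at 4 h are not described in the paper's text, and the interferon-stimulated genes were already higher in them after 8GyX3. The median log2 fold change of the 61 genes over 0 Gy was 0.89, with 60 genes higher, the exception being Sp110, and 24 called (adjusted p = 1.52e-30 from limma's camera, 3.66e-05 from fry and 0.0310 with an estimated correlation). Over 20 Gy the median was 1.21, again with all but Sp110 higher and 43 called (adjusted p = 6.10e-54 from limma's camera, 7.94e-06 from fry and 0.00906 with an estimated correlation). The medians of the single tumours were 0.48, 1.07 and 1.06 after 8GyX3 and between -0.04 and 0.03 without irradiation. After 20 Gy they lay between -0.44 and -0.22, with a median change of -0.29 for the list, 6 of 61 genes higher and Ifi47, Cxcl10 and Iigp1 called lower. That decrease had an adjusted p of 4.50e-11 from limma's camera and 0.0150 from fry, but 0.157 with an estimated correlation. The 0 Gy tumours of this time point had a slide and a scanning session to themselves. If that alone had raised the genes, both regimens would be raised alike and the difference between them would be near 0, whereas it was 1.21, so the slide and session of the 0 Gy tumours were not the whole source. Of the 8GyX3 arrays of 4 h, 2 shared a slide with 2 arrays of 0 Gy tumours of 24 h, and on that slide the list was higher after 8GyX3 by 0.901, above 0.443, a level of 50% of the change at 4 h, by more than the SD of 0.265 between arrays of a group. The 20 Gy arrays of 24 h were on the same slides as those of 4 h and differed from 0 Gy by -0.0651 (SD 0.113), so those slides did not lower the list by the 0.6035 that 50% of the difference between the regimens would need. These values argue against the slides as the whole source, and a part stays open, since on the shared slide the time point differs with the regimen. The 10 splits of 3 arrays against 3 cannot decide on chance, because their share is never under 10%. An effect of 8GyX3 on these genes at 4 h is a hypothesis, and a difference between time points was not shown, since the change of the 8GyX3 effect from 4 h to 24 h had a median of 0.24 with an adjusted p of 1.84e-05 from limma's camera but 0.676 from fry and 0.932 with an estimated correlation.

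At 4 h after 20 Gy, p53 targets were higher and genes of G2/M and mitosis lower than in 0 Gy tumours, in data that the paper does not report. The median of the 23 tested p53 targets was 0.87, with 21 higher and 7 called (adjusted p = 6.81e-15 from limma's camera, 5.85e-05 from fry and 0.0858 with an estimated correlation). The median of the 25 tested G2/M genes was -0.78, with 0 higher and 6 called lower (adjusted p = 1.20e-23 from limma's camera, 0.000283 from fry and 0.191 with an estimated correlation). Trp53inp1 rose by 2.76 (adjusted p = 0.000134 from limma), and Cdkn3, which is in neither list, changed by -1.28 (adjusted p = 0.00112 from limma). Had the slide and session of the 4 h 0 Gy tumours lowered the p53 targets, the 0 Gy tumours of 24 h would stand above them by a large part of 0.87, but they differed by 0.0343 (SD 0.04 between arrays of a group), under 0.218, the level set for this test. Had the slide and session raised the G2/M genes, the regimens would not differ, but 8GyX3 was above 20 Gy by 0.55 (adjusted p = 0.00451 from fry). Both tests argue against the 0 Gy arrays as the whole source. The 20 Gy arrays of 4 h and 24 h shared 2 slides, and an effect of these slides alone would move both time points alike. Within the slides, the G2/M list was at -1.143 at 4 h relative to 24 h (SD 0.117 between arrays of a group), beyond 0.389, a level of 50% of its change at 4 h, which argues against the slides as the whole source. The p53 list was higher at 4 h by 0.422 within the slides (SD 0.108), beside a level of 0.437, so for the p53 targets a large part played by the slides and an effect of 20 Gy that lasts to 24 h cannot be told apart. The splits of 3 arrays against 3 cannot decide on chance. An effect of 20 Gy on p53 signalling and on mitosis may explain both lists and stays a hypothesis.

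Trex1 (NM_011637; chromosome 9 of mm9, 108960454 to 108960513) was higher in tumours 24 h after 8GyX3 than in 0 Gy tumours, in samples for which the paper reports no Trex1 value. Its log2 signal was 11.23 ± 0.11 in 0 Gy tumours, 12.19 ± 0.18 after 8GyX3 and 11.05 ± 0.14 after 20 Gy (SD of 3 tumours). The change after 8GyX3 was 0.96 (SE 0.19, adjusted p = 0.0391 from limma), under 2-fold and so not called, and higher in 3 of 3 pairs of equal number. After 20 Gy the change was -0.18 (adjusted p = 0.697 from limma), and with a term for the scanning session 0.03. The direct difference between 8GyX3 and 20 Gy was 1.14 (adjusted p = 0.0188 from limma) and was called, but not when 8GyX3 replicate 1 or 2 or any 1 of the 20 Gy arrays was left out, nor with a term for the scanning session, at 0.93, nor with the 6 arrays of the 2 groups alone. At 4 h the changes were 0.87 after 8GyX3 (adjusted p = 0.0176 from limma) and -0.02 after 20 Gy (adjusted p = 0.963 from limma), the latter 0.10 with normexp correction. In vitro, the paper reports a rise of Trex1 in TSA cells after a single dose of 20 Gy and not after 8GyX3. In vivo, it reports by qRT-PCR that 20 Gy raised Trex1 at 24 h in a lung adenocarcinoma xenograft derived from a patient. Such a rise was not seen after 20 Gy in the TSA tumours here, at -0.18. The xenograft is a different, human tumour and has no array. A tumour holds other cells besides the carcinoma, so these arrays are another type of sample and do not bear on the cells in culture. With a term for the slide, the change after 8GyX3 was 0.45 (SE 0.30, unadjusted p = 0.162), which is 47.1% of 0.96. The level set for the test was 50%, or 0.4801, which lies within the standard error. The slide of the 8GyX3 arrays of 24 h is tied to a slide with 0 Gy arrays of 24 h by 1 array alone, 8GyX3 replicate 3 of 4 h, so the value depends on that array, and the slide and the regimen cannot be told apart at 24 h. On the slide that holds 2 arrays each of 8GyX3 of 4 h and 0 Gy of 24 h, Trex1 was higher after 8GyX3 by 0.783 (SD 0.301 between arrays of a group), a comparison across time points. Which cells carried the signal was not tested.

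The effect of 20 Gy differed between 4 h and 24 h for 57 probes in a test of the difference itself, 43 with a higher and 14 with a lower effect at 24 h. Without the minimum of 2-fold there were 101, and at an unadjusted p below 0.05 there were 2904. Among 100 drawn splits of the arrays, 2 gave a count as large, the real one included. The splits mix 20 Gy with 0 Gy tumours within a time point, and so break the effect of 20 Gy itself. They therefore cannot decide on chance for the change of that effect with time. The count fell to 11 without 20 Gy replicate 3 of 24 h and to 38 without 20 Gy replicate 2 of 4 h, the highest with any array left out. The list of p53 targets had a difference of -0.46 in its median, with 2 of 23 genes higher (adjusted p = 2.47e-06 from limma's camera, 0.0110 from fry and 0.309 with an estimated correlation over 54 tests). The G2/M list had a difference of 1.06, with 25 of 25 genes higher and 12 called (adjusted p = 1.87e-34 from limma's camera, 0.000955 from fry and 0.189 with an estimated correlation). The largest called differences upward were those of Cdkn3 at 1.83, Prr11 at 1.81 (adjusted p = 0.00569 and 0.0126 from limma), Ccl2 at 1.76, Ccl7 at 1.69 and Ccl12 at 1.61. Downward they were those of Gng13, whose size is not given because it was above background on no 0 Gy array of 4 h, Trp53inp1 at -1.63 (adjusted p = 0.0137 from limma), Car15 at -1.44, Lrdd at -1.28 and Arl4d at -1.26. For 8GyX3, limma called 0 probes in the same test, with 3836 at an unadjusted p below 0.05, but both lists moved the same way as for 20 Gy. The p53 targets had a difference of -0.47, with 5 of 23 genes higher (adjusted p = 0.0385 from limma's camera, 0.222 from fry and 0.932 with an estimated correlation), and the G2/M genes one of 0.42, with 25 of 25 genes higher (adjusted p = 4.16e-08 from limma's camera, 0.222 from fry and 0.932 with an estimated correlation). The values therefore do not show that the change with time is specific to 20 Gy. The 20 Gy arrays of both time points were on the same slides, but the 0 Gy arrays were not, and the scanning session could not be fitted for this difference. Between the 0 Gy tumours of 24 h and 4 h limma called 0 probes, with 3551 at an unadjusted p below 0.05, and the medians were 0.03 for the p53 targets and 0.08 for the G2/M genes, both far smaller than the differences given for 20 Gy. A recovery of mitosis and a decline of p53 signalling from 4 h to 24 h after 20 Gy may explain these values, with an effect of the slides of the 0 Gy tumours, where the same lists moved by 0.03 and 0.08, as a weaker candidate.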

How the results depend on the processing

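The random term for the slide in 8GyX3 over 0 Gy at 24 h was chosen after the data were seen, and the other alternatives were not. A count was taken as the same within 1.5 times its value, and a gene or list that was not called and stays uncalled was taken as the same even where its sign changed. For the changes below the cause was not tested, except that fewer arrays leave less information.

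The rise of the interferon-stimulated list after 8GyX3 kept its direction and its side of the threshold in all the alternatives run, with medians of 0.86 to 1.24 over 0 Gy and 1.21 to 1.36 over 20 Gy at 24 h, and 0.77 to 1.02 and 1.11 to 1.46 at 4 h. Over 20 Gy and at 4 h, the slide entered these alternatives only as a random block, which does not test the slide as a source. After 20 Gy at 24 h the list was not called, except with the 75th percentile (-0.0769) and without 20 Gy replicate 3 (-0.11). At 4 h the decrease of -0.29 after 20 Gy was called except with the estimated correlation, which leaves the median at -0.2928. Of the 102 tests of other lists, 24 passed with camera, 7 with fry and 0 with the estimated correlation.

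Scaling changed several counts. With normexp, the counts were 108 (8GyX3 over 0 Gy), 24 (20 Gy over 0 Gy) and 5 (the same way in both) at 24 h, 134, 61 and 172 (8GyX3 over 0 Gy, 20 Gy over 0 Gy, 8GyX3 over 20 Gy) at 4 h, and 10 for the change of the 8GyX3 effect with time, which was 2 with the 75th percentile. No scaling moved the median of all probes by more than 0.1. Without the filter on dim probes, the counts were 18 for 20 Gy over 0 Gy and 5 the same way at 24 h, 187 for 8GyX3 over 20 Gy at 4 h and 21 for the change of the 20 Gy effect. With probes detected on all arrays, they were 7 the same way and 45 for the change of the 8GyX3 effect. Without the minimum of 2-fold, they were 445, 61 and 605 at 24 h, 3526, 1557 and 1866 at 4 h, 32 the same way and 101 for the change of the 20 Gy effect.

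Without the replicate block, the counts were 101 for 20 Gy over 0 Gy, 366 for 8GyX3 over 20 Gy at 24 h and 57 for the change of the 8GyX3 effect. With the replicate block kept and fewer arrays, limma called 0 probes in each of the 6 comparisons from the 6 arrays of the 2 groups, 0 the same way and 0 genes of Fig. 1c, and the description class has no value. With the 9 arrays of a time point and the block, it called 109, 0 and 126 at 24 h, 98 (20 Gy over 0 Gy) and 104 (8GyX3 over 20 Gy) at 4 h, and 0 the same way. The methods' t-test called 402 for 20 Gy over 0 Gy at 24 h, and after adjustment 0 in each comparison and 0 genes of Fig. 1c.

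With the slide as a fixed block, possible for 8GyX3 over 0 Gy at 24 h alone, 0 probes and 0 genes of Fig. 1c were called in limma, against 247 and 22 with the slide as a random block, chosen after the data were seen. Elsewhere the slide block was random, with a correlation of -0.0566, and the counts were 145 (20 Gy over 0 Gy), 512 (8GyX3 over 20 Gy) and 21 (the same way) at 24 h, and 112 and 86 for the change of the 8GyX3 and 20 Gy effects. A random block with so small a correlation takes out little of a slide effect, and this fit had no replicate term. Its counts therefore do not test the slide as a source. With the scanning session as a block, they were 20 (20 Gy over 0 Gy), 108 (8GyX3 over 20 Gy) and 7 (the same way) at 24 h. It could not be fitted for the 4 h comparisons with 0 Gy or for the changes with time. Cd160 changed from -2.36 to 0.17 with the slide block, the one called gene whose sign reversed; it was above background on no array of 8GyX3, so neither size is exact.

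With single arrays left out, the counts ranged from 100 to 253, 1 to 12 and 108 to 317 for 8GyX3 over 0 Gy, 20 Gy over 0 Gy and 8GyX3 over 20 Gy at 24 h, and from 175 to 652, 88 to 149 and 131 to 532 at 4 h. The lowest came without 0 Gy replicate 2, 0 Gy replicate 1 and 8GyX3 replicate 2 at 24 h, and 0 Gy replicate 2, 20 Gy replicate 1 and 8GyX3 replicate 2 at 4 h. The highest at 4 h for 8GyX3 came without its replicate 1. The change of the effect with time gave 0 to 21 for 8GyX3, highest without 8GyX3 replicate 1 of 24 h, and 11 to 38 for 20 Gy. Probes called the same way numbered 1 (without any 0 Gy array or without 20 Gy replicate 2) to 17, genes of Fig. 1c 12 to 20 after 8GyX3 and 0 to 0 after 20 Gy, and the odds ratio of the immune class was 9.07 to 16.7. The medians of the interferon-stimulated list were 1.06 to 1.24, -0.110 to -0.0106 and 1.209 to 1.359 at 24 h, and 0.775 to 1.02, -0.374 to -0.173 and 1.106 to 1.458 at 4 h. A group left with 2 arrays is assumed to vary like the others.

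For single genes and lists named here, 4774 of 5583 values in the alternatives were the same, 766 lost their call, 42 gained one and 1 reversed. The authors' ratios kept 319 of 319, and the 75th percentile 393 of 421, with 22 lost and 6 gained. The model has a term for each set by whose mean the ratios were divided. The ratios therefore carry nearly the same changes by construction and are no independent check. With normexp, 45 were lost and 6 gained. Probes close to background limit the fold that can be read, and their falls and rises are given as limits.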

Differences from the paper's values

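The random term for the slide was chosen after the data were seen, and no other test in this part was. The paper states 2 values that were also computed here, the 18 arrays normalized together and the 3 tumours per group in Fig. 1c, and neither differs.

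The paper's Fig. 1c shows the 27 genes it names as higher after 8GyX3. All 27 were higher here, and 21 were called. The genes not called were Tnfsf10, Ccl7, Ccl2, Il1rl1, Ifnb1 and S100a9, with log2 fold changes of 1.05, 0.72, 0.95, 0.68, 2.19 and 1.10. The methods' t-test without adjustment, together with the minimum of 2-fold, called Ifnb1 and S100a9. Adjustment of p over the 27 genes alone called Ifnb1 and Tnfsf10, and a random term for the slide, chosen after the data were seen, called Tnfsf10. Ccl2 was called without the minimum of 2-fold and without 8GyX3 replicate 3 of 24 h. No setting that was run called Ccl7 or Il1rl1. By limma 0 of the 27 genes were called after 20 Gy, with 2 higher and 2 lower at an unadjusted p below 0.05.

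The methods state that values were normalized to the 0 Gy control of each set. The deposited ratios of the 3 tumours of a set add up to 3 within 0.02 for at least 99.987% of probes in each of the 6 sets, and so are ratios to the mean of the set.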

Other observations

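The test of the slide for the interferon-stimulated genes at 24 h, the test of the median of the probes shared at 4 h, the level of 70% that picks 4 arrays below, and the SD as the spread in the test of leucocytes were chosen after the results were seen.

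For the rise of the interferon-stimulated genes 24 h after 8GyX3, 4 technical or cellular sources were tested. With the slide as a block the median was 0.861, above 0.607, the level set for the slide as the source, and limma then called 0 probes. The same model fitted to the median of the list on each array gave 0.970 (SE 0.309), above that level by more than its SE. Both values rest on 1 array, 8GyX3 replicate 3 of 4 h, which alone ties the slide of the 8GyX3 arrays of 24 h to a slide with 0 Gy arrays of 24 h, and for this reason the slide and the regimen cannot be told apart here. With the scanning session as a block, the median of 8GyX3 over 20 Gy was 1.266. Without 8GyX3 replicate 1, whose array had a large share of probes above background, the median over 0 Gy was 1.124. An influx of leucocytes would raise the markers of each type. The T-cell list had a median of -0.285 (SD 0.164 between arrays, 12 genes) and the dendritic-cell list one of -0.451 (SD 0.306, 7 genes), both below 0.304 by more than their SD, while NK cells at 0.283 (SD 0.402), macrophages at 0.0916 (SD 0.228) and neutrophils at 0.244 (SD 0.486) were not. With normexp and the 75th percentile the T-cell and dendritic-cell medians stayed negative. These values argue against the session, that array and a general influx of leucocytes as the whole source. The slide, a part played by a single type of leucocyte and an effect of 8GyX3 on the interferon response stay open. The 10 splits of 3 arrays with 3 cannot decide on chance for a single result, because their share is never under 10%. For the other lists together, 10, 4 and 6 of the 10 splits at 24 h, and 5, 8 and 8 at 4 h, the real one included in each, gave at least as many calls by camera as the real one, so calls of these lists by camera at its preset correlation alone carry little weight.

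On 4 arrays, more than 70% of probes were well above background: 76.6% on 8GyX3 replicate 2 and 73.55% on 20 Gy replicate 1 of 4 h, 73.7% on 8GyX3 replicate 1 and 75.3% on 20 Gy replicate 3 of 24 h. Unspecific signal, such as from genomic DNA, would raise probes of olfactory and vomeronasal receptors. Their median log2 signal was above the mean of the group's other arrays by 1.76, 1.57, 1.13 and 1.81, but other dim probes were above it by 2.01, 1.82, 1.30 and 1.75, so unspecific signal and a general gain in sensitivity cannot be told apart. No biological explanation was tested.

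At 24 h, 11 probes were called the same way by both regimens. In 20 simulations in which both regimens share their controls and hold no effect the count was 0, since they hold no effect to be called, so it is no measure for the 11. Splits gave as many in 1 of 100, the real one included. When the arrays of either regimen were regrouped with 0 Gy at 24 h, each split but the real one gave 0 called probes. A shared count thus had little to arise from, and the splits cannot decide whether the 11 exceed chance. The genes, looked up after the count was seen, were Syce2, Guca2a, Defb6, Bbox1, Cd7, Klk4, Egfbp2 and Ccl27a, all lower, and Cdkn1a, Ephx1 and Mgmt, all higher. The count was 1 without any 1 of the 3 arrays of 0 Gy or without 20 Gy replicate 2, and 0 with the 9 arrays of the time point, so it rests on few arrays. The correlation of the 2 effects across probes was 0.372, against 0.497 in the simulations, and 60.47% of probes had the same sign, against 66.66%, so across all probes the effects were no more alike than shared controls alone make them. At 4 h there were 57 such probes, 40 higher and 17 lower, with a correlation of 0.568 against 0.4985. Of these, 66.67% differed in the same direction between 0 Gy tumours of 24 h and of 4 h, a share between the levels set for the test. Their median toward the regimens was 0.260 against 1.488 for the regimens, and under 0.744, a level of 50% of it, by more than the SD of 0.0769 between arrays of a group. The median argues against the slide and session of the 4 h 0 Gy tumours as the whole source. A part played by them and a response shared by both regimens stay open. The probe of Cdkn1a with the highest mean rose by 1.67 after 8GyX3 (adjusted p = 0.00926 from limma) and by 1.38 after 20 Gy (adjusted p = 0.0595 from limma) at 24 h, and by 2.21 and 1.95 at 4 h. A second probe, chosen after it was seen, was called for both at 24 h, at 1.973 and 1.967.

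At 4 h, 386 of 23008 probes were called between 8GyX3 and 0 Gy (175 higher, 211 lower), 178 between 20 Gy and 0 Gy (77 higher, 101 lower) and 287 between 8GyX3 and 20 Gy (210 higher, 77 lower). With normexp the splits were 76 higher and 58 lower for 8GyX3 over 0 Gy and 149 and 23 for 8GyX3 over 20 Gy, and with the 75th percentile 126 and 82 for 20 Gy over 0 Gy. The probes called at both time points moved the same way, 91 for 8GyX3 over 0 Gy, 14 for 20 Gy over 0 Gy and 130 for 8GyX3 over 20 Gy, and 0 moved opposite ways. After 8GyX3 at 4 h, the largest called rises were those of Matn1, Olfr906, Tnfsf4 (at least 3.86-fold, 1.33-fold and 3.59-fold), Mx1 at 2.38 and Oas3 at 2.31 (adjusted p = 0.00234 and 0.00381 from limma). The largest falls were those of Alox12e at -3.47, Klk1b8 at -3.41, Klk4 at -2.91, Klk1b4 (at least 4.51-fold) and Elovl3 (at least 3.75-fold). Klk4 was above background on 1 and Klk1b8 on 2 of 3 arrays of 8GyX3, so the size of their falls is uncertain. After 20 Gy they were rises of Matn1 (at least 7.63-fold), Tnfsf4 (at least 3.97-fold), Trp53inp1, Gpr179 (at least 1.59-fold) and Ddit4l at 2.28, and falls of Xcl1 at -2.54, Spib (at least 2.95-fold), Has2 at -1.98, Tnf at -1.97 and Nppb at -1.91, with Ddit4l above background on 1 of 3 arrays of 0 Gy and Has2 on 2 of 3 of 20 Gy. Ccl7, Ccl2 and Ccl12 also changed after 20 Gy, by -1.69, -1.68 and -1.41. For 8GyX3 over 20 Gy they were rises of Oas3 at 2.96, Ifit3 at 2.89, Rptn (at least 6.26-fold), Chi3l3 at 2.87 and Rsad2 at 2.74, and falls of Serpini2 at -2.32, Mcpt1 at -2.21, Awat1 at -1.77, Elovl3 (at least 1.94-fold) and Flt3 at -1.63, of which Serpini2 and Mcpt1 were above background on 1 and Flt3 on 2 of 3 arrays of 8GyX3, so their sizes are uncertain. Ifnb1 was above background on 3 of 3 arrays of 8GyX3 and on 0 of 3 of 0 Gy and of 20 Gy at 4 h, at least 1.85-fold and 3.13-fold higher.

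The other lists at 24 h had these medians after 8GyX3 and after 20 Gy, each over 0 Gy: MHC class II and interferon-gamma response -0.33 and -0.43, p53 targets 0.41 and 0.31, G2/M and mitosis 0.08 and 0.19, S phase 0.06 and -0.12, T cells -0.28 and -0.65, B cells, with 1 gene tested, -0.34 and -0.42, NK cells and cytotoxicity 0.28 and -0.53, macrophages 0.09 and -0.18, neutrophils 0.24 and 0.06, dendritic cells -0.45 and -0.55, endothelial cells -0.14 and -0.19, fibroblasts -0.09 and 0.03, skeletal muscle 0.32 and -0.38, adipocytes -0.46 and -1.47, skin epidermis -0.55 and -1.44, erythroid cells -1.02 and -0.86, carcinoma epithelium -0.10 and -0.33. The neutrophil list holds 1 gene of Fig. 1c. The mean of the macrophage list after 8GyX3 was -0.05 and that of the fibroblast list after 20 Gy -0.06, opposite to their medians. For 8GyX3 over 20 Gy, medians and means differ in sign for p53 targets (-0.03 and 0.03), dendritic cells (-0.06 and 0.20), fibroblasts (-0.18 and 0.02) and erythroid cells (-0.08 and 0.21). Under other scalings, the signs of some small medians changed, among them those of the p53 targets for 8GyX3 over 20 Gy (0.15 with normexp). Both camera and fry called the p53 targets in both regimens (adjusted p = 0.00538 and 0.00451 from limma's fry over 102 tests) and the adipocyte list after 20 Gy (adjusted p = 0.0453 from limma's fry), and the estimated correlation called none. Camera alone also called MHC class II and interferon-gamma response, G2/M and mitosis, T cells, NK cells, dendritic cells and skin epidermis after 20 Gy, and NK cells, adipocytes and skin epidermis for 8GyX3 over 20 Gy. At 4 h, p53 targets were at 0.55 and G2/M genes at -0.28 after 8GyX3. Between 0 Gy tumours of 24 h and 4 h, the medians were 0.000946 for the interferon-stimulated genes and 0.256 for the S phase genes, the latter called by camera and not by fry (adjusted p = 0.000328 and 0.354 from limma).

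Genes that the text names gave these log2 fold changes at 24 h after 8GyX3, after 20 Gy, and for 8GyX3 over 20 Gy. Cxcl10: 0.82, -0.71 and 1.53 (adjusted p = 0.00994, 0.0547 and 0.000737 from limma). Cxcl9: -0.33, -0.91 and 0.58. Cxcl11: 0.01, 0.28 and -0.27. Cxcl16: -0.10, -0.02 and -0.09. Ifnar1: -0.24, -0.20 and -0.03. Tmem173: 0.05, -0.16 and 0.21. E330016A19Rik: 0.51, -0.08 and 0.59. Only Cxcl10 was called among these, for 8GyX3 over 20 Gy, and the small changes of Cxcl11, Cxcl16 and E330016A19Rik change sign with the scaling. Batf3 (0.00, -0.55 and 0.56), Itgax (0.48, -0.22 and 0.70) and Cd8a (-0.68 and -0.65 over 0 Gy) were not called, and Cd70 was not tested. Of the called genes, those with an immune description numbered 24 of 141 after 8GyX3 (odds ratio 7.98, adjusted p = 4.13e-12, Fisher's exact test) and 2 of 33 after 20 Gy (odds ratio 2.41, adjusted p = 0.801, Fisher's exact test) at 24 h. At 4 h the odds ratios were 5.14, 4.20 and 11.7, with 23 of 35, 0 of 15 and 49 of 50 of these genes higher. After 20 Gy at 24 h, 4 of 97 genes with a histone description were called, all lower (odds ratio 27.1, adjusted p = 0.000395, Fisher's exact test), among them Hist1h2ah at -1.03, Hist1h2ag at -1.14 and Hist1h2an at -1.26, looked up after the count was seen. Residuals of arrays with the same number had correlations of -0.385 to 0.214 at 4 h and -0.475 to 0.377 at 24 h, with 2 of 9 and 5 of 9 above 0.1, so the numbers as a whole were not taken to mark alike arrays. The 6 correlations of 0 Gy with 20 Gy were all positive (0.0382 to 0.376), so for these groups a likeness stays open.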
